# Renal Fibrosis mRNA Classifier: Validation in Experimental Lithium-Induced Interstitial Fibrosis in the Rat Kidney

**DOI:** 10.1371/journal.pone.0168240

**Published:** 2016-12-21

**Authors:** Hans-Peter Marti, Aaron Jeffs, Andreas Scherer, John Leader, Catherine Leader, Jennifer Bedford, Robert Walker

## Abstract

Accurate diagnosis of fibrosis is of paramount clinical importance. A human fibrosis classifier based on metzincins and related genes (MARGS) was described previously. In this investigation, expression changes of MARGS genes were explored and evaluated to examine whether the MARGS-based algorithm has any diagnostic value in a rat model of lithium nephropathy. Male Wistar rats (n = 12) were divided into 2 groups (n = 6). One group was given a diet containing lithium (40 mmol/kg food for 7 days, followed by 60mmol/kg food for the rest of the experimental period), while a control group (n = 6) was fed a normal diet. After six months, animals were sacrificed and the renal cortex and medulla of both kidneys removed for analysis. Gene expression changes were analysed using 24 GeneChip^®^ Affymetrix Rat Exon 1.0 ST arrays. Statistically relevant genes (p-value<0.05, fold change>1.5, t-test) were further examined. Matrix metalloproteinase-2 (MMP2), CD44, and nephroblastoma overexpressed gene (NOV) were overexpressed in the medulla and cortex of lithium-fed rats compared to the control group. TGFβ2 was overrepresented in the cortex of lithium-fed animals 1.5-fold, and 1.3-fold in the medulla of the same animals. In Gene Set Enrichment Analysis (GSEA), both the medulla and cortex of lithium-fed animals showed an enrichment of the MARGS, TGFβ network, and extracellular matrix (ECM) gene sets, while the cortex expression signature was enriched in additional fibrosis-related-genes and the medulla was also enriched in immune response pathways. Importantly, the MARGS-based fibrosis classifier was able to classify all samples correctly. Immunohistochemistry and qPCR confirmed the up-regulation of NOV, CD44, and TGFβ2. The MARGS classifier represents a cross-organ and cross-species classifier of fibrotic conditions and may help to design a test to diagnose and to monitor fibrosis. The results also provide evidence for a common pathway in the pathogenesis of fibrosis.

## Introduction

Glomerulosclerosis and tubulointerstitial fibrosis represent the final stage of most chronic kidney diseases (CKD) regardless of their underlying origin [1]. Renal fibrosis is a progressive disorder ultimately leading to end-stage kidney disease (ESKD), characterized by proliferation and transformation of fibroblasts into myofibroblasts, deposition of fibronectin and collagens I and III into the interstitium, monocyte/macrophage, and T-cell infiltration, microvascular rarefaction, and podocyte depletion. [2].

Metzincins and related genes (MARGS) play important roles in ECM remodeling in fibrotic conditions. Metzincins are zinc-dependent metalloproteases that can be subdivided into those which contain a disintegrin and metalloprotease domain (ADAM), those with a disintegrin and metalloprotease domain with thrombospondin-motif (ADAMTS), and also serralysins, papalysins and matrix metalloproteases (MMP) with their tissue inhibitors (TIMP) [3, 4]. A transcriptomic classifier consisting of 19 MARGS, discriminating human renal allograft biopsies with or without interstitial fibrosis/tubular atrophy (IF/TA), has been previously defined [3]. Subsequently, the analysis was extended to non-transplant solid organs with and without fibrosis [5], aged rodents [6] and renal injury following ureteral obstruction [7].

In this investigation, gene expression was examined in a rat model to investigate whether the previously described MARGS based fibrosis classifier had diagnostic value in an experimental rat model of lithium-induced nephrogenic diabetes insipidus (NDI) which over the subsequent months of lithium treatment showed progressive focal renal fibrosis [8]. After 6 months, urine production in the control group was46 ± 9 μL/min/kg body weight and in the lithium group was 449 ± 43 μL/min/kg body weight (P< 0.001), typical of NDI. Plasma lithium concentration in the experimental group was maintained within the therapeutic dosage recommended for humans (at 6 months; lithium group, 0.9 ± 0.1 mM/L) [8]. Plasma electrolytes, plasma osmotic pressure were comparable in both groups, and there was no evidence of deterioration in renal function, although there was a slight increase in proteinuria in the lithium-treated animals [8]. Some data were verified by immunohistochemical staining and quantitative PCR (qPCR) amplification.

## Materials and Methods

### Animals

Rat experiments were performed as described previously [8, 9]. Male Wistar rats weighing 200 g were obtained from the Hercus-Taieri Resource Unit, University of Otago, Dunedin, New Zealand. Ethical approval was provided by the Animal Ethics Committee from the University of Otago (92/08), according to New Zealand National Animal Welfare guidelines.

The rats were divided into two groups, an experimental group (n = 6), that received dietary lithium for 6 months, and a control group (n = 6). The control group received a standard rodent diet (Specialty Foods, Perth, Australia) and tap water *ad libitum* for 6 months. The experimental group was fed 40 mM lithium/ kg dry food for the first week, followed by 60 mM lithium/kg dry food for a further 23 weeks. It has been shown that this is adequate to raise and maintain plasma lithium levels to between 0.8–1.3 mM/L, equivalent to a therapeutic dose in human patients [8]. Water was available *ad libitum*. All rats given lithium were supplied with a salt block to maintain sodium balance and prevent lithium intoxication. Body weight and water intake were measured every second day. After 6 months, the animals were sacrificed by decapitation and their kidneys removed. Blood samples were taken immediately, the plasma separated by centrifugation and stored at -20°C. The two kidneys from each animal were cut in half longitudinally; one half was put in 10% neutral buffered formalin for histology, and the other 3 halves were snap frozen in liquid nitrogen and stored at -80°C until further use.

### Preparation of RNA and hybridization of microarrays

Portions of the medulla and cortex were removed from the frozen kidneys after partial thawing, and homogenised in Trizol^R^ (Invitrogen, Life Technologies, ThermoFisher Scientific, Waltham, MA, USA). RNA was extracted by precipitation with ethanol, followed by cleaning with Norgen Total RNA columns (Norgen Biotek Corp., Canada). RNA was quantified using a ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA) and its (purity and) quality determined on a Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). Only RNA samples with an integrity number>8.0 were used. 50 ng total RNA was processed by using a GeneChip WT Terminal Labeling Kit (Affymetrix, Santa Clara, CA, USA) and hybridised to Affymetrix Rat Gene 1.0 ST gene chips. Chips were stained and washed with an Affymetrix GeneChip Fluidics Station 450, and scanned in an Affymetrix GeneChip 7G Plus scanner. All procedures were done according to the manufacturer's instructions. 4 groups of arrays were used: control medulla (6), lithium medulla (6), control cortex (6) and lithium cortex. (6)

### Analyses of microarray data

CEL files from the 24 GeneChip^®^ Rat Exon 1.0 ST arrays (Affymetrix, Santa Clara, CA, USA) probe sets were subjected to RMA background correction, quantile normalization, log base 2 transformation, and median polish, using Partek Genomics Suite v 6.5 (www.Partek.com). For both cortex and medulla datasets, the effect of the technical factor “Scan date” was stronger than the effect “Treatment” which was the actual biological effect which the analysis should focus on. The technical effect was eliminated by ANOVA, including “Treatment” and “Scan Date” as factors. Following batch effect adjustment, exon probe sets were summarized into gene IDs by calculating the mean of the exon probe sets. This resulted in 28,894 transcript IDs. Expression filters were applied, which included only those features with log2-expression levels of at least 6 in at least 33% (i.e. 4 of 12) samples in a dataset. 2-way ANOVA was performed for cortex and medulla separately. For further gene ontology or pathway analysis, a significance p-value threshold of 0.05, and a minimum absolute fold change of 1.5 were arbitrarily chosen, attempting to enable future cross-platform validation [10]. Hierarchical cluster analysis was performed with standardized normalized signal intensity values, applying Euclidean distance, and Ward’s method.

Data are available in the repository Gene Expression Omnibus, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE83610.

### Gene set enrichment analysis (GSEA)

GSEA was performed using the Broad Institute Tool (http://www.broadinstitute.org/gsea) along with GSEA statistics (obtained from the GSEA website, http://www.broadinstitute.org/cancer/software/gsea/wiki/index.php/Main_Page). Briefly, GSEA determines the degree of enrichment of members of gene sets at ends of a fold-change ranked gene list. The enrichment score reflects the degree of enrichment of a gene set at one end of the ranked gene list. The normalized enrichment score is the enrichment score normalized to the size of the gene set. Gene sets are defined by prior knowledge, e.g. on biological pathways or gene ontologies. For the analysis of Gene Ontology, a set of 1454 gene sets was used (external URL: http://amigo.geneontology.org), for the analysis of pathways, 901 gene sets were applied. These comprised 216 sets from BIOCARTA, 186 KEGG sets, 430 sets from REACTOME, 10 sets from SA (Sigma Aldrich), 8 from SIG (Signaling Gateway), 28 sets from ST (Signaling Transduction KE), 20 sets from SA Biosciences, and the MARGS set. The 20 SA Biosciences (SAB) genesets were: cAMP, EMT, Extracellular Matrix, Fibrosis, Chemokines, Cytokines_common, Hypoxia, Inflammatory cytokines, nephrotoxicity, TGFβ, VEGF, WNT, T and B cell activation, TNF, Wound healing, TH17, MAPK, GPCR, Growth factors, and NFκB.

The analysis was performed with gene symbols, applying permutation on gene sets, and a random seed 100. There was no size limitation for the genesets.

Statistical relevance was achieved when the absolute normalized enrichment score was larger than 1.5 and false discovery rate was smaller than 0.05.

### Classifier analysis

Classification of the sets of 12 samples was performed as described previously [3]. The algorithm was linear discrimination analysis. To avoid overfitting, the number of variables in a model was limited to 11 from the group of 15 of the 19 human MARGS genes present on the rat array, internal validation was performed by the leave-one-out cross-validation method. The variables in the models were automatically selected by the software by optimization of the results.

### Histology and immunohistochemistry

For histological and immunohistochemical studies, kidneys were wax embedded and sections cut at 3 μm. For histological examination, sections were stained in Masson’s Trichrome, using conventional protocols. Sections were examined on an Olympus Provis AX70 microscope and photographed with a Spot digital camera.

For immunohistochemical treatments, sections were dewaxed and rehydrated, antigen retrieval (microwaving in 10 mM/L citrate buffer, pH 6.0) was carried out, and endogenous peroxidase activity was blocked with 3% H_2_O_2_ in phosphate buffered saline (PBS). After preincubation in 1% bovine serum albumin (BSA, Sigma-Aldrich, St Louis, MO, USA) in PBS to block nonspecific binding, sections were labelled with the appropriate primary antibody. Antibodies used were against transforming growth factor-2 (TGFβ2, polyclonal, rabbit, sc-90, Santa Cruz Biotechnology, Dallas, TX, USA), CD44 (mouse, 554869, Pharmingen, BD Biosciences, USA)), and nephroblastoma over-expressed gene (NOV/CCN3, polyclonal, goat, AF1640, R & D Systems, Minneapolis, MN, USA). Labelling of the tissue was visualized using a horseradish peroxidase-coupled secondary antibody (goat anti-rabbit or rabbit anti-goat immunoglobulins (IgG, DAKO, Glostrup, Denmark), followed by incubation with diaminobenzidine (Sigma-Aldrich, St Louis, MO, USA). After dehydration and clearing, sections were mounted in DPX and viewed on an Olympus AX70 Provis microscope. Representative regions were digitally recorded using a Spot camera. Negative controls were carried out either by omitting the primary antibodies or by using appropriate blocking peptides, and positive controls were used against chosen tissues.

To better interpret the immunohistochemical picture from TGFβ2, images were analysed using ImageJ. Using Adobe Photoshop, a series of 20 images were collected from 10 sections, 5 control and 5 from lithium-treated kidneys, by randomly traversing cortical and outer medullary regions. The resulting images were viewed using ImageJ, and the percentage of brown pixels in a 100 μ square mask determined, after colour deconvolution and thresholding.

### qPCR

The RNA samples from the medulla and cortex, used for the microarrays, were reverse transcribed using a Superscript III reverse transcriptase single strand DNA synthesis kit (Invitrogen, Life Technologies, Thermo Fisher Scientific, Waltham, MA, USA) with oligo-dT primers. The resulting cDNA was then used with Assays—on-Demand TaqMan amplicon probes, Mastermix (Applied Biosystems, Thermo Fisher Scientific, Waltham, MA, USA) and the FAM reporter dye. Standard cycling conditions were used on an Applied Biosystems 7700 analyser. Assays-on-Demand TaqMan probes used were for TGFβ2, CD44, and NOV/CCN3 and the housekeeping gene β-actin. Relative quantification was carried out using the ΔC_t_ method.

## Results

### Histology of lithium-induced renal fibrosis

After 6 months on a lithium-fed diet, rats exhibited a striking focal tubulointerstitial fibrosis (Fig 1A and 1B), characterized by increased interstitial collagen deposition, increased numbers of interstitial myofibroblasts, and grossly dilated collecting ducts, with abnormal cytology. These abnormalities are illustrated at higher magnification in Fig 1A–1D. Many glomeruli show evidence of a focal glomerulosclerosis (Fig 1C, arrow), while others show attachments to the capsular wall. Cortical collecting ducts are frequently greatly dilated (Fig 1D), and their epithelial lining ranges from attenuated cells spread thinly over the surface (Fig 1D) to greatly enlarged cells intruding into the lumen (Fig 1E), some of which appear to be multinucleate (Fig 1E, arrow). Deposition of extracellular matrix, usually adjacent to collecting ducts, compressed or obliterated the lumens of the enveloped tubules (Fig 1F). In spite of these obvious histological changes, there was no significant deterioration in renal function.

**Fig 1:**
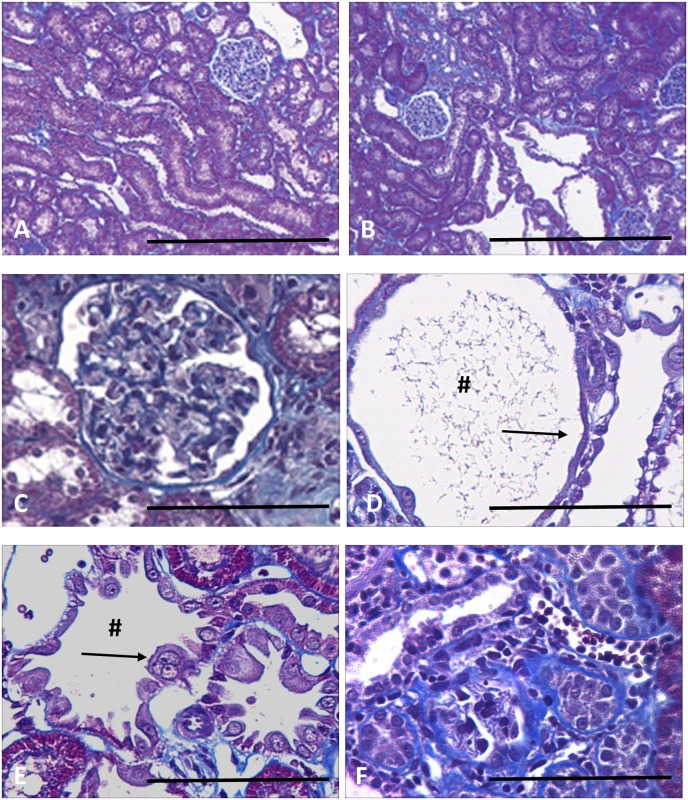
Sections of rat kidney stained with Masson’s Trichrome. Low power sections of normal rat kidney (A) and rat fed a lithium diet for six months (B), in which collecting duct tubules show cyst-like dilatations. The lithium treated rats show glomerulosclerosis (C, arrow), collecting duct dilations # (C, D), and epithelial linings either greatly attenuated (D, arrow) or with enlarged cells, often appearing multinucleate (E, arrow). The cortex has areas of focal fibrosis(F). Scale bar, A, B, 200 microns; C-F, 50 microns.

### cDNA microarray analysis

Gene expression changes of these 163 MARGS were analysed in the cortex and medulla of lithium-treated rats and compared to those of control rats. 

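Portions of cortex and medulla from the kidneys of 12 male Wistar rats, 6 lithium-treated and 6 control rats, were hybridised to 24 arrays, so that each animal gave 1 cortex and 1 medulla sample. The methods give a diet with 40 mM lithium per kg of food in the first week and 60 mM for the next 23 weeks. The sample labels give 40 mmol per kg over 7 days before 60 mmol per kg, and the growth notes of the single arrays name the 60 mM diet alone, in each case over 6 months. The values used here are the deposited log2 signal intensities of 28894 transcript clusters. The authors made them from the array images by RMA background correction, quantile normalization and median polish, removed the effect of scan date by an analysis of variance, and averaged probe sets into transcripts. The median of an array lay between 5.75 and 5.83 in cortex (5.79 over the 12 arrays) and between 6.12 and 6.22 in medulla (6.16 over the 12 arrays). Clusters with a log2 value of at least 6 on at least 4 of the 12 arrays of a tissue were kept, 13766 in cortex and 16025 in medulla, and the diets were compared within each tissue with limma, for 32 gene lists fixed before the data were examined as well as for single genes. The full MARGS set was not analysed here, and a list of metzincins and their inhibitors (TIMPs) was used for it.
The removal of scan date left combinations of arrays with no residual variance, from which 4 scan groups were recovered in cortex and 3 in medulla. The dates are not given in the sources used here and the groups were not checked against them, so that scan date in a fit stands for these recovered groups throughout. In cortex, the array of lithium-treated animal 17 was alone in its scan group and equals the mean of the lithium-treated cortex arrays (largest difference 6.67e-05 log2), so the SD of that group is over n = 5. The other 3 cortex groups and all 3 medulla groups hold both diets. A fit without scan date counts 10 residual degrees of freedom in each tissue, and a fit with it 7 in cortex and 8 in medulla. In simulated data, 12.4% of unchanged genes in cortex had an unadjusted p under 0.05 without scan date in the fit and 5.04% with it, and in medulla 8.05% and 4.90%. Among the simulated genes at an adjusted p under 0.05, 37.2% in cortex and 14.0% in medulla were unchanged genes without scan date, and 4.22% and 5.13% with it. These shares depend on the changed genes put in, here 67, 67 and 66 at a log2 change of 0.5, 1 and 2. In medulla the simulation gave 186 calls without scan date where the data gave 1052. The shares are therefore not estimates for the genes reported here. Fold changes are the same in both fits. Standard errors of single genes and adjusted p-values are given from the fit without scan date unless scan date is named. In cortex that fit counts the array of animal 17 as a replicate, though it adds no value of its own. Its standard errors were smaller than those with scan date, in cortex 0.157 against 0.189 for NOV and 0.0897 against 0.115 for TGFB2. No measure of background was used, so that a fold change to or from a group mean under the filter value of 6 involves a level not shown to be above background. Scan date was removed with all arrays of a tissue in the model. Leaving out an array therefore does not undo its effect on the other arrays of its scan group. The number of arrays limits the precision of every value.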

Genes with a p-value<0.05 and an absolute fold change >1.5 were considered to be differentially expressed. These are illustrated in Tables 1 and 2.

**Table 1:** MARGS expression changes in the renal cortex between control and lithium-treated rats.

Transcript Cluster ID	Gene Symbol	RefSeq	p-value	Control group mean signal intensity [log2]	Lithium group mean signal intensity [log2]	Fold-Change (lithium vs. control)
**10896541**	**NOV**	**NM_030868**	**1.5E-05**	**4.78**	**7.16**	**5.19**
**10809540**	**MMP2**	**NM_031054**	**1.4E-04**	**6.81**	**8.60**	**3.45**
**10847761**	**CD44**	**NM_012924**	**2.4E-04**	**5.33**	**6.56**	**2.36**
10834670	ADAMTSL2	ENSRNOT00000036995	1.4E-03	7.38	6.95	-1.35
**10768642**	**LAMC2**	**NM_001100640**	**2.1E-03**	**5.41**	**6.25**	**1.79**
10770577	TGFB2	NM_031131	2.2E-03	6.23	6.77	1.46
10740869	TNFRSF12A	NM_181086	4.0E-03	6.35	6.89	1.45
10812021	ITGB1	NM_017022	4.5E-03	8.36	8.69	1.26
10884080	LAMB1	NM_001106721	1.1E-02	7.95	8.10	1.11
10809136	MMP15	NM_001106168	1.7E-02	7.18	7.55	1.29
10864185	ADAMTS9	NM_001107877	1.8E-02	6.10	6.33	1.18
10925859	LAMA1	NM_001108237	1.8E-02	6.56	6.26	-1.23
10785063	BMP1	NM_031323	2.4E-02	6.49	6.84	1.28
**10761047**	**SERPINE1**	**NM_012620**	**3.5E-02**	**5.78**	**6.56**	**1.72**
10715787	NFKB2	NM_001008349	3.6E-02	6.74	7.02	1.22
10909482	HYOU1	NM_138867	4.3E-02	7.45	7.64	1.14
10833985	ADAMTSL4	NM_001034012	4.6E-02	6.65	7.15	1.41

MARGS with p-value<0.05 and |FC|>1.5 are in bold. Groupwise mean signal intensity is expressed as log2 value. Fold change is calculated as 2^(log2(Mean (lithium))-log2(Mean (control))).

**Table 2:** MARGS expression changes in the renal medulla between control and lithium-treated rats.

Transcript Cluster ID	Gene Symbol	RefSeq	p-value	Control group mean signal intensity [log2]	Lithium group mean signal intensity [log2]	Fold-Change (lithium vs. control)
**10896541**	**NOV**	**NM_030868**	**1.5E-07**	**5.91**	**9.91**	**16.00**
**10809540**	**MMP2**	**NM_031054**	**7.2E-05**	**7.48**	**9.65**	**4.51**
**10847761**	**CD44**	**NM_012924**	**8.5E-04**	**6.97**	**8.11**	**2.21**
**10785063**	**BMP1**	**NM_031323**	**8.5E-04**	**6.79**	**7.50**	**1.64**
**10929396**	**COL4A4**	**NM_001008332**	**3.0E-03**	**8.82**	**8.12**	**-1.63**
**10924719**	**COL4A3**	**NM_001135759**	**5.1E-03**	**9.46**	**8.84**	**-1.53**
10885251	HIF1A	NM_024359	5.4E-03	9.52	9.02	-1.41
10787856	TLL1	NM_001106081	6.9E-03	5.80	6.39	1.50
**10901231**	**TIMP3**	**NM_012886**	**8.4E-03**	**11.86**	**11.15**	**-1.63**
10740843	MMP25	ENSRNOT00000046876	8.8E-03	5.66	6.09	1.34
10874282	TNFRSF25	NM_001137644	1.1E-02	6.24	6.58	1.27
10715787	NFKB2	NM_001008349	1.1E-02	7.44	7.72	1.21
10931712	TNFSF14	XM_001059278	1.1E-02	5.79	6.07	1.21
10893863	ADAMTSL5	NM_001108071	1.1E-02	6.24	6.60	1.28
**10915933**	**ADAMTS15**	**NM_001106810**	**1.2E-02**	**6.33**	**6.96**	**1.55**
**10792421**	**PLAT**	**NM_013151**	**1.3E-02**	**10.04**	**8.85**	**-2.28**
10770577	TGFB2	NM_031131	1.5E-02	6.39	6.73	1.26
10733258	ADAMTS2	NM_001137622	1.6E-02	6.24	6.55	1.24
10812021	ITGB1	NM_017022	2.2E-02	9.47	9.14	-1.26
10715566	HIF1AN	NM_001113749	2.6E-02	7.51	7.23	-1.21
10737532	COL1A1	NM_053304	2.7E-02	7.71	8.27	1.48
10788899	ADAM9	NM_001014772	2.7E-02	8.59	8.22	-1.29
10937403	COL4A5	ENSRNOT00000025677	3.5E-02	7.60	7.11	-1.40
**10757726**	**ELN**	**NM_012722**	**4.1E-02**	**7.01**	**7.75**	**1.67**
**10752839**	**ADAMTS1**	**NM_024400**	**4.4E-02**	**6.60**	**7.46**	**1.81**
10791565	VEGFC	NM_053653	4.8E-02	6.32	6.58	1.19

MARGS with p-value<0.05 and |FC|>1.5 are in bold. Groupwise mean signal intensity is expressed as log2 value. Fold change is calculated as 2^(log2(Mean (lithium))-log2(Mean (control))).

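In the cortex, 11 of the 23 measured genes of epithelial injury were higher in lithium-treated rats and none was lower at an adjusted p under 0.05 from limma (14 higher when adjusted over the list alone). The keratin gene Krt19 rose from a log2 signal intensity of 5.80 ± 0.407 (SD, n = 6 control rats) to 9.30 ± 0.308 (SD, n = 5 lithium-treated rats), a log2 fold change of 3.50 (standard error 0.176, adjusted p = 8.92e-08). The keratin gene Krt18 and Lgals3, which encodes galectin-3, had log2 fold changes of 1.57 (standard error 0.151) and 1.48 (standard error 0.154). The control means of Krt19, Krt18 (5.10) and, outside this list, Tppp3 (4.74) lay under 6. Of 23 genes of principal cells and water handling, 6 were lower and 2 were higher (8 lower and 3 higher when adjusted over the list alone). Aqp2, the vasopressin-regulated water channel, fell from 9.99 ± 0.345 (SD, n = 6) to 8.53 ± 0.296 (SD, n = 5), a log2 fold change of -1.46 (standard error 0.157, adjusted p = 1.34e-04). The potassium channel subunit Kcne1 and the epithelial sodium channel subunit Scnn1g had log2 fold changes of -1.70 (standard error 0.105) and -1.44 (standard error 0.194), while the basolateral water channel Aqp4 rose by 2.17 (standard error 0.240). Kcne1 stood at 4.95 in lithium-treated rats, under 6. The counts with scan date in the fit were 9 higher for epithelial injury, and 6 lower and 1 higher for principal cells. Of 18 genes of the thick ascending limb and distal convoluted tubule, 3 were lower and none was higher (9 lower and 1 higher when adjusted over the list alone). They were the calcium-binding protein Calb1 (log2 fold change -1.70), the sodium-calcium exchanger Slc8a1 (-1.40, standard error 0.202) and the prostaglandin receptor Ptger3 (-0.32), and the calls of Calb1 and Ptger3 were lost with scan date in the fit (adjusted p = 0.130 and 0.383). Outside these lists, Tppp3, a tubulin-binding protein, and the hormone stanniocalcin-1 (Stc1) rose by 2.48 (standard error 0.117) and 1.81 (standard error 0.201), and the kallikreins Klk1b3 and Klk1 had log2 fold changes of -2.74 (standard error 0.236) and -1.85 (standard error 0.243).
As groups by camera, epithelial injury had an adjusted p = 3.47e-16, and an adjusted p = 0.0419 with an estimated correlation, which became 0.0583 with scan date in the fit as well. Principal cells had an adjusted p = 6.37e-05 and the thick ascending limb list an adjusted p = 6.57e-06, but these calls were lost, at adjusted p = 0.359 and adjusted p = 0.309 with an estimated correlation. Within the 3 scan groups that hold both diets, the list mean was 0.56 to 1.11 higher with lithium for epithelial injury, and the difference ran from -0.51 to -0.08 for principal cells and from -0.63 to -0.18 for the thick ascending limb list. The cortex array of lithium-treated animal 19 stood apart, with an epithelial injury mean 1.41 above the control mean where the next lithium-treated array was at 0.73, leaving out that of animal 17. Beside it, the mean of 14 papilla genes was higher by 0.46 (standard error 0.0637) and that of 5 thin limb genes by 0.36 (standard error 0.0836), with every lithium-treated array above every control array (2-sided exact permutation p = 0.00216 each, adjusted p = 0.00974 over 63 list means). The epithelial injury list holds 2 of these papilla genes and 1 of these thin limb genes, and without them the differences were 0.17 (exact p = 0.0628) and 0.16 (exact p = 0.0108). Exchanged only within scan groups, with scan date in the fit, the means of epithelial injury, papilla and thin limb each had an exact permutation p = 0.00926, the smallest that these groups allow (adjusted p = 0.0365 over 63 list means), and those of principal cells and the thick ascending limb list p = 0.0556 and 0.0741 (adjusted p = 0.135 and 0.173). In control rats, 22 of 24 epithelial injury genes were higher in medulla than in cortex, as were 11252 of all 16388 clusters. The array medians were higher in medulla too (6.16 against 5.79), so this count does not separate the list from that offset. The genes of Table 1 with a negative log2 fold change were ADAMTSL2 (-0.44) and LAMA1 (-0.30). ADAMTSL2 passed over all genes (adjusted p = 0.00489), but not with scan date in the fit (adjusted p = 0.104). LAMA1 did not pass over all genes (adjusted p = 0.0740). Of the 17 genes of that table, 8 passed at an adjusted p under 0.05 over all genes (17 when adjusted over the list alone), and 4 with scan date in the fit. The study chose these genes on the same samples, so this count is not independent evidence of their change. Over all 13766 clusters, 207 were higher and 81 lower, and with scan date in the fit 64 were higher and 15 lower, all of them among the former. Repeated quantile normalization gave 175 higher and 120 lower. The total of 288 fell to 152 without lithium-treated animal 17, whose array equals its group mean and adds no value of its own. It fell to 178 without control animal 15 and to 191 without control animal 16.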

In the cortex dataset, 17 passed the p-value filter, 5 of those also passing the fold change filter, as shown in Table 1. 

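In the medulla, 8 of 19 measured genes of intercalated cells, the acid-base transporting cells of the collecting duct, were higher in lithium-treated rats and none was lower at an adjusted p under 0.05 from limma (10 higher when adjusted over the list alone). Only 3 were higher with scan date in the fit, Oxgr1, Slc4a9 and Atp6v1g3, and the count was 5 without control animal 15 or lithium-treated animals 17 or 18 and 4 without lithium-treated animals 19, 21 or 22. The oxoglutarate receptor Oxgr1 and the bicarbonate transporter Slc4a9 rose by 2.13 (standard error 0.397, adjusted p = 0.0109) and 1.99 (standard error 0.293, adjusted p = 0.00322) on the log2 scale, and the proton pump subunits Atp6v0d2 and Atp6v1b1 by 1.94 (standard error 0.498) and 1.75 (standard error 0.459). None of 22 genes of principal cells and water handling passed the test in limma, whether adjusted over all genes or over the list alone, and 4 were higher and 5 lower at an unadjusted p under 0.05. In this tissue Aqp2 had a log2 fold change of -0.60 (standard error 0.224, adjusted p = 0.117). Of 28 genes of the proximal tubule, 2 were lower and none was higher (3 lower when adjusted over the list alone), namely the phosphate transporter Slc34a1 (-1.13) and the organic anion transporter Slc22a6 (-0.68). Of 17 genes of the thick ascending limb and distal convoluted tubule, 1 was higher and 2 were lower (2 and 2 when adjusted over the list alone). The calcium channel Trpv5 rose by 2.55 (standard error 0.313, adjusted p = 9.73e-04). The thiazide-sensitive cotransporter Slc12a3 and the magnesium channel Trpm7 had log2 fold changes of -0.73 and -0.35. With scan date in the fit 1 gene of this list was higher and none was lower, so the calls of Slc12a3 and Trpm7 were lost. Of 24 genes of epithelial injury, 6 were higher and none was lower (9 higher and 1 lower when adjusted over the list alone), with Krt19 at 2.65 (standard error 0.264) and lipocalin-2 (Lcn2) at 0.99, and Krt19 and CD44 passed with scan date in the fit. Outside these lists, Tppp3 rose by 3.40 (standard error 0.271, adjusted p = 7.36e-05), the receptor subunit Gabrp by 2.39 (standard error 0.351) and the peptide hormone Adm2 by 2.05 (standard error 0.174), and Klk1b3 and the vitamin D hydroxylase Cyp24a1 had log2 fold changes of -1.63 (standard error 0.233) and -1.22 (standard error 0.124). The control means of Tppp3 (5.34) and Trpv5 (4.98) and the lithium mean of Cyp24a1 (5.28) lay under 6.
As groups by camera, intercalated cells had an adjusted p = 1.25e-08, the proximal tubule an adjusted p = 1.23e-04 and epithelial injury an adjusted p = 1.07e-05, and these calls were lost, at adjusted p = 0.245, adjusted p = 0.417 and adjusted p = 0.106 with an estimated correlation. Within the 3 scan groups, the difference of the list mean ran from 0.43 to 1.49 for intercalated cells, from -0.85 to -0.50 for the proximal tubule and from 0.36 to 0.55 for epithelial injury. The mean of 9 thin limb genes differed by -0.47 (standard error 0.0999), with every lithium-treated array below every control array (2-sided exact permutation p = 0.00216, adjusted p = 0.00974 over 63 list means). Without the 2 genes that the papilla list also holds it was -0.36 (exact p = 0.0238), with 2 arrays below every control array. Exchanged only within scan groups, the means of intercalated cells (1.02), epithelial injury and thin limb each had an exact permutation p = 0.00926 (adjusted p = 0.0365), and that of the proximal tubule (-0.62) did not pass (p = 0.139, adjusted p = 0.257). With scan date in the fit, Oxgr1 and Slc4a9 kept an adjusted p under 0.05 (0.0411 and 0.0156), and Atp6v0d2, Atp6v1b1, Slc34a1 and Slc22a6 did not (0.0982, 0.103, 0.0960 and 0.0644). Among the genes of Table 2, BMP1, a procollagen proteinase, rose by 0.71 (standard error 0.119, adjusted p = 0.00659), and the plasminogen activator PLAT had a log2 fold change of -1.19 (standard error 0.296, adjusted p = 0.0351, and 0.0914 with scan date). The genes of Table 2 past the fold change threshold of the study also included the collagen IV chains COL4A4 (-0.70) and COL4A3 (-0.62), the inhibitor TIMP3 (-0.70), ADAMTS15 (0.63), elastin (ELN, 0.74, adjusted p = 0.0777) and ADAMTS1 (0.86, adjusted p = 0.0812). Of the 26 genes of that table, 12 passed at an adjusted p under 0.05 over all genes (26 when adjusted over the list alone), and 4 with scan date in the fit. They too were chosen on these samples and are not independent evidence. Over all 16025 clusters, 533 were higher and 519 lower, with scan date in the fit 133 were higher and 57 lower, all of them among the former, with scan date and without lithium-treated animal 6 459 were higher and 594 lower, and with each array centred on its median 362 were higher and 875 lower. The total of 1052 rose to 2026 (876 higher and 1150 lower) without lithium-treated animal 6. It fell to 695, 481 and 568 without control animals 1, 15 and 16, and to 519, 591, 434, 499 and 454 without lithium-treated animals 17, 18, 19, 21 and 22.

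**Figure D1:**
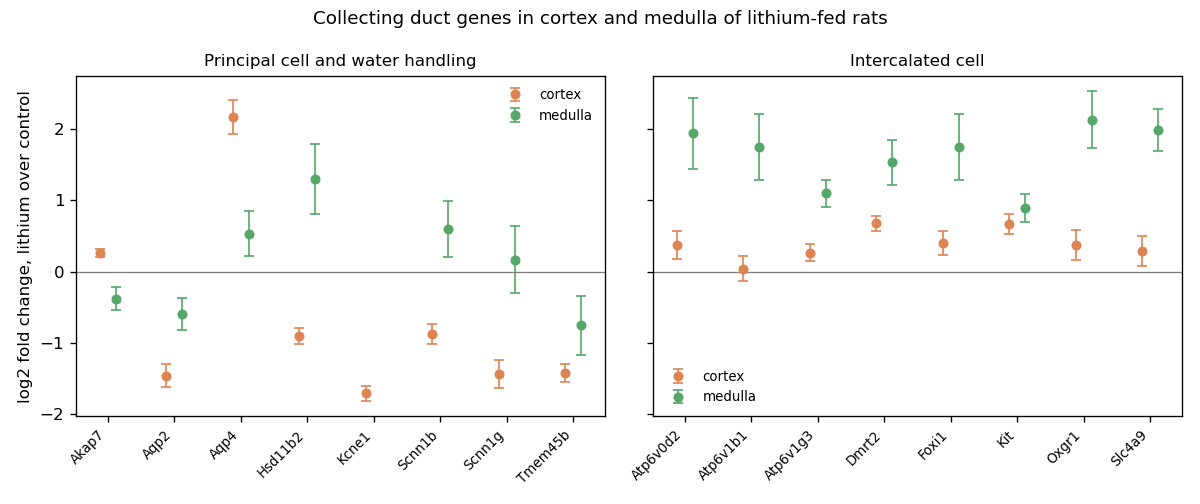
Log2 fold change of lithium-treated over control rats (y axis) for genes of principal cells and water handling (left) and of intercalated cells (right) that passed an adjusted p of 0.05 in cortex or medulla, in cortex (orange) and medulla (green), with bars for the standard error. Aqp2 lies at -1.46 in cortex and -0.60 in medulla, and Slc4a9 and Oxgr1 lie at 1.99 and 2.13 in medulla.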

In the medulla dataset, 26 transcripts had a p-value<0.05, of those 11 had an absolute fold change larger than 1.5 (Table 2). Interestingly, in both renal cortex and medulla, the 3 transcripts which responded most significantly to the lithium treatment were identical: NOV, MMP2, and CD44. 

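NOV, a matricellular protein of the CCN family, had a log2 signal intensity of 4.78 ± 0.302 (SD, n = 6) in the cortex of control rats and 7.16 ± 0.351 (SD, n = 5) in that of lithium-treated rats, a log2 fold change of 2.37 (standard error 0.157, adjusted p = 1.41e-06 from limma, and 1.25e-04 with scan date in the fit). In the medulla it rose from 5.91 ± 0.256 (SD, n = 6) to 9.91 ± 0.452 (SD, n = 6), a log2 fold change of 4.00 (standard error 0.191, adjusted p = 2.29e-07, and 6.79e-06 with scan date). MMP2, a gelatinase, rose from 6.81 ± 0.261 to 8.60 ± 0.423 in the cortex, by 1.79 (standard error 0.166, adjusted p = 3.08e-05, and 0.00165 with scan date), and from 7.48 ± 0.521 to 9.65 ± 0.369 in the medulla, by 2.17 (standard error 0.232, adjusted p = 3.91e-04, and 0.00309 with scan date). CD44, a receptor of hyaluronic acid, rose from 5.33 ± 0.197 to 6.56 ± 0.322 in the cortex, by 1.24 (standard error 0.129, adjusted p = 9.51e-05, and 0.00352 with scan date), and from 6.97 ± 0.406 to 8.11 ± 0.262 in the medulla, by 1.14 (standard error 0.179, adjusted p = 0.00474, and 0.0229 with scan date). For each of these genes, every lithium-treated rat lay above every control rat in both tissues (2-sided exact permutation test, p = 0.00216 each, the smallest p that these groups allow). Within the scan groups that hold both diets, the rise was 2.07 to 2.62 for NOV, 1.20 to 2.24 for MMP2 and 1.00 to 1.55 for CD44 in the cortex, and 3.43 to 4.40, 1.82 to 2.54 and 0.82 to 1.39 in the medulla. Ranked by p among all clusters kept, NOV, MMP2 and CD44 were numbers 5, 17 and 24 in the cortex and 1, 13 and 74 in the medulla. The control means of NOV in both tissues and of CD44 in the cortex lay under the filter value of 6, so the sizes of these fold changes are uncertain. In the cortex, CD44 of lithium-treated animal 19 stood at 7.12, where the next lithium-treated array was at 6.54, leaving out that of animal 17. In a 2-way analysis of variance with scan date and no moderation, chosen after the values were seen, the adjusted p was 0.0819 for MMP2 and 0.105 for CD44 in the cortex and 0.101 for CD44 in the medulla.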

Scatter plots in Fig 2 illustrate the expression differences for those genes as well as TGFβ2, another important molecule known to be involved in the development of fibrosis. 

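TGFB2, the TGF-beta isoform plotted beside these genes, had a log2 signal intensity of 6.23 ± 0.190 (SD, n = 6) in the cortex of control rats and 6.77 ± 0.131 (SD, n = 5) in that of lithium-treated rats, a rise of 0.54 (standard error 0.0897, adjusted p = 0.00441 from limma). In the medulla it was 6.39 ± 0.143 (SD, n = 6) and 6.73 ± 0.191 (SD, n = 6), a difference of 0.34 (standard error 0.100) that did not pass the test over all genes (adjusted p = 0.0612). Tested alone, the difference had p = 0.00433 in the cortex and p = 0.00866 in the medulla (2-sided exact permutation tests). Within the scan groups it was 0.42 to 0.59 in the cortex and 0.05 to 0.58 in the medulla. By p, TGFB2 was number 91 among the clusters kept in the cortex and number 1329 in the medulla. The cortex call was lost with scan date in the fit (adjusted p = 0.0786), and in the unmoderated analysis of variance with scan date (adjusted p = 0.233). In the medulla TGFB2 passed with array weights (adjusted p = 0.0230), with all 24 arrays in the fit (adjusted p = 0.0201) and without lithium-treated animal 17 (adjusted p = 0.0450).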

In both datasets, differentially expressed MARGS transcripts led to a separation of control and lithium-treated samples in principal component analysis (PCA), and explained a large percentage of the variance between both sample groups in the first component (cortex: 96.8%, medulla: 89.6%), as depicted in Fig 3A and 3B. 

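A principal component analysis of the 5 genes in bold in Table 1 over the 12 cortex arrays placed 94.8% of their variance on the first component and 3.08% on the second. The control rats scored between -2.13 and -1.19 on the first component and the lithium-treated rats between 1.12 and 2.98. For the 11 genes in bold in Table 2 over the 12 medulla arrays, the first component held 89.3% of the variance and the second 6.21%, with control rats between -3.61 and -1.56 and lithium-treated rats between 1.06 and 3.25. With each gene scaled to unit variance, the first component held 93.4% in the cortex and 84.3% in the medulla. These shares match the axis labels of Fig. 3. In the scaled cortex analysis, control rats scored between -2.69 and -1.15 and lithium-treated rats between 1.02 and 3.99. In the scaled medulla analysis the groups lay closer, with control rats between -4.69 and -0.06 and lithium-treated rats between 0.47 and 3.74. These genes were chosen for their difference between the same samples, so the separation is not independent evidence of it. Sets of as many genes drawn at random had a median of 59.8% on their first component in the cortex and 53.0% in the medulla.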

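Animal 6 had the lowest NOV among the lithium-treated rats in the medulla, at a log2 signal intensity of 9.01, where the other 5 lay between 9.93 and 10.24 and the control rats between 5.71 and 6.38. Its MMP2 was 8.97, where the other lithium-treated rats lay between 9.54 and 9.99, and its CD44 was 7.72, where they lay between 7.97 and 8.48. Its TGFB1, at 8.40, lay under their range of 8.44 to 8.62, and its TGFB2, at 6.72, lay within their range. On the first component of the bold genes of Table 2, the other 5 lithium-treated rats scored between 2.44 and 3.25.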

One lithium-treated sample in the medulla dataset did not cluster with the other lithium samples (Fig 3B). This is most likely due to biological variation or possibly the dissection of the tissue in the response to lithium treatment. 

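In the medulla piece of animal 6, the mean of the proximal tubule genes, which mark cortex and outer stripe, was 0.10 above the mean of the control arrays on the log2 scale. The other lithium-treated rats lay between -1.24 and -0.26 and the control rats between -0.78 and 1.01. The mean of the thick ascending limb and distal convoluted tubule genes was 0.24. For it the other lithium-treated rats lay between -1.59 and -0.01 and the control rats between -1.12 and 0.68. The means for the papilla (-0.20, others -0.28 to 0.09) and intercalated cells (0.82, others 0.63 to 1.36) lay within the range of the other lithium-treated rats. In its cortex array, the first component score of the Table 1 genes was 1.49, within the range of the other lithium-treated rats (1.12 to 2.98). With 1 array per animal and tissue, no spread within the animal is known. The paper proposes biological variation or the dissection of the tissue as its origin.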

Since the sample did not qualify as a technical outlier, it was left in the analysis.

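Over all clusters kept, the distance of the medulla array of animal 6 to the median of its group was 35.8 on the log2 scale, and those of the other lithium-treated medulla arrays ran from 20.6 to 43.5. Its means for the genes of immune response and of epithelial injury were 0.129 and 0.27 above the control mean, where the other lithium-treated rats lay between 0.151 and 0.550 and between 0.38 and 0.59.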

**Fig 2:**
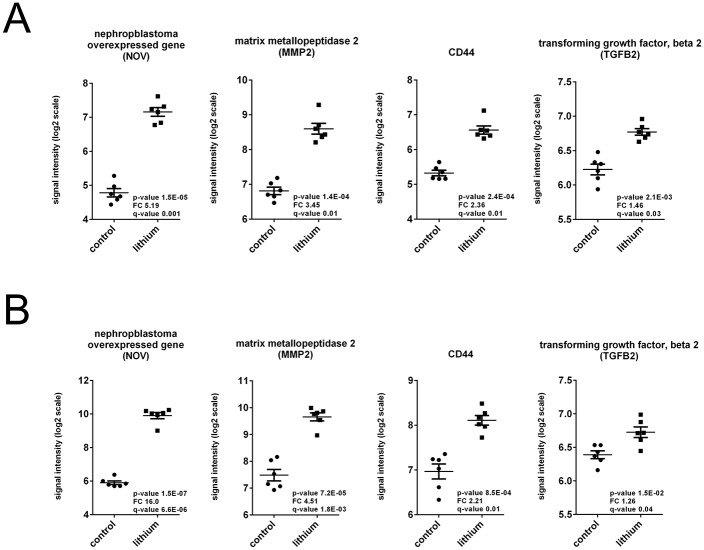
Scatter plots of signal intensities of NOV, TGFβ2, MMP2 and CD44 in the renal cortex (A) and medulla (B) from control rats and rats fed lithium for 6 months. Each point represents the signal intensity (a surrogate value of expression level) of mRNA in a sample. The expression differences between control and lithium-treated samples are clear (p values included).

**Fig 3:**
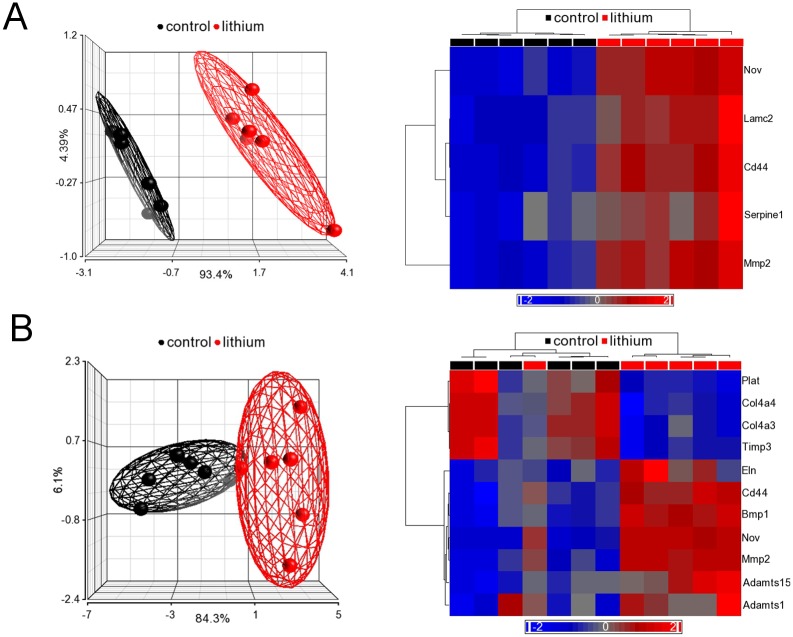
Principal component analysis (PCA) and hierarchical cluster analyses of MARGS in the renal cortex (A) and medulla (B) of kidneys from control and lithium-fed rats (6 months). **A.** PCA (left) and hierarchical cluster analysis (right) using 5 MARGS genes from cortex (expression filtered, p-value < 0.05, |FC| > 1.5); **B.** PCA (left) and hierarchical cluster analysis (right) using 11 MARGS genes from medulla (expression filtered, p-value < 0.05, |FC| > 1.5). MARGS are sufficient to separate the two groups. In PCA, each sphere represents one sample. The ellipsoids represent 95% of the data of a group. In both PCA plots in A and B, red indicates expression above median, blue indicates expression below median. The depth of the colour indicates extent of expression above or below median.

### Classifier performance

To examine whether a MARGS-based composite classifier, previously identified in gene expression studies of human tissues [3], would be able to classify the rat fibrosis samples correctly, 15 of the19 MARGS genes of the classifier, which were represented on the rat GeneChip^®^ Affymetrix 1.0 ST microarray, were used in this study. Classification was performed as described previously: the algorithm “linear discrimination analysis”, with combinations of up to 11 genes for the classification of a set of 12 samples to avoid overfitting, and leave-one-out cross-validation, was used. Strikingly, for both cortex and medulla of the rat dataset, the classification rate using 11 MARGS genes was 100% (Table 3). 

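Of the 11 classifier genes, 9 could be matched to a transcript cluster of their own (ADAMTS5, COL3A1, LAMB1, MGP, PLG, THSD1, TNFSF10, TNFSF13B and VEGFA), and PAPLN and THBS2 were not used here. The paper's software selected the variables of its models by optimization of the results, which was not repeated. Linear discriminant analysis on these 9 genes with leave-one-out classified 11 of 12 cortex arrays correctly (91.7%, 95% exact binomial interval 61.5% to 99.8%), with control animal 30 placed among the lithium-treated rats. In the medulla 8 of 12 arrays were correct (66.7%, interval 34.9% to 90.1%), with control animals 1, 16 and 30 and lithium-treated animal 6 misplaced. With a shrunken covariance 11 cortex arrays and 10 medulla arrays were correct, with a diagonal covariance 9 and 8, and without the cortex array of animal 17, which equals its group mean, 10 of 11 cortex arrays. Scan date had been removed over all 12 arrays of a tissue with the real diets in the model. A left-out array was therefore not independent of the others, and these rates and intervals are not accuracies for new samples. The residual degrees of freedom with scan date, 7 in cortex and 8 in medulla, were also fewer than the 9 genes. From the successful classification of its samples, the paper reasons that features of the pathophysiology of fibrosis are shared across species.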

The most frequently used genes were MGP, ADAMTSL3, and CD44, indicating their major contribution to classification models and their discriminative power.

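MGP, an inhibitor of calcification in matrix, had a log2 signal intensity of 9.55 ± 0.339 (SD, n = 6) in the cortex of control rats and 9.96 ± 0.538 (SD, n = 5) in that of lithium-treated rats, and 9.18 ± 1.04 (SD, n = 6) and 10.2 ± 1.04 (SD, n = 6) in the medulla. These differences of 0.41 and 1.02 did not pass a 2-sided exact permutation test (p = 0.145 and p = 0.121). ADAMTSL3 was not analysed here for single differences, since it was under the expression filter in the fits. Adding ADAMTSL3 and CD44 to the 9 genes brought the cortex to 12 of 12 arrays (100%) and left the medulla at 8 of 12.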

**Table 3:** Fibrosis classifier showing 100% correct classification rate of Lithium versus Control (for explanation see text).

	medulla	Cortex
Number of genes	11	11
Lithium correct classification rate	6 (of 6)	6 (of 6)
Control correct classification rate	6 (of 6)	6 (of 6)
Correct classification rate (%)	100	100
Sensitivity (%)	100	100
Specificity (%)	100	100
Area under ROC	1	1

Classifier genes (n = 11). ADAMTS5, COL3A1, LAMB1, MGP, PAPLN, PLG, THBS2, THSD1, TNFSF10, TNSSF13B, VEGFA.

ADAMTS5, COL3A1, LAMB1, MGP, PAPLN, PLG, THBS2, THSD1, TNFSF10, TNSSF13B and VEGFA were able to classify all samples of medulla and cortex correctly with a classification rate, sensitivity and specificity of 100%.

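Among the classifier genes, LAMB1, a laminin chain, was higher in the cortex of lithium-treated rats by 0.15 on the log2 scale (7.95 ± 0.0564, n = 6, and 8.10 ± 0.0722, n = 5, 2-sided exact permutation test, p = 0.00433). In the medulla, COL3A1, a fibrillar collagen, was higher by 0.32 (exact p = 0.0606) and VEGFA, a growth factor of vessels, had a difference of -0.37 (exact p = 0.268). None of the 8 classifier genes kept by the expression filter passed the test in limma at an adjusted p under 0.05 in either tissue, over all genes or over the list alone, and 1 was higher in each at an unadjusted p under 0.05. As a group the classifier genes had a camera adjusted p = 0.468 in the cortex and adjusted p = 0.229 in the medulla. Over all 462 ways to divide the 12 animals into groups of 6, 9.74% gave at least as many correct cortex arrays as the diets and 10.2% at least as many correct medulla arrays. These ways exchange animals across scan groups, after scan date was removed with the real diets in the model, so the shares do not settle whether chance can be excluded. Of 1000 sets of 9 genes drawn at random among genes of similar mean expression, 30.5% classified at least as many cortex arrays correctly as the classifier genes and 70.7% at least as many medulla arrays, and 26.4% and 45.1% classified all arrays correctly. The random sets used the same values with scan date removed, so their rates are not accuracies for new samples either.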

### Gene set enrichment analyses (GSEA)

GSEA, focusing on 5 pathway gene sets known to be involved in fibrosis and ECM remodeling was used: MARGS, ECM, fibrosis, immune response (e.g. lymphocyte activation and T-cell activation) and TGFβ signaling [3, 5]. GSEA ranks transcripts by fold-change between two analysis groups and measures whether transcript pathway members are enriched at either end of the ranked list, assigning p-value. The association of genes to gene sets can then be used to calculate an enrichment score for those sets.

GSEA plots illustrate the statistical enrichment of the gene sets in the cortex (Fig 4A) and medulla (Fig 4B) from control and lithium-treated rats. 

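In the cortex, 4 of 33 measured genes of fibrosis and myofibroblasts were higher in lithium-treated rats and none was lower at an adjusted p under 0.05 from limma (6 higher when adjusted over the list alone), among them the integrin chains Itgb6 (log2 fold change 0.62, standard error 0.0896) and Itgb1 (0.33, standard error 0.0704) beside MMP2 and TGFB2. Of 42 genes of the TGF-beta network, 3 were higher and none was lower (5 higher and 1 lower when adjusted over the list alone), with the growth factor Gdf15 at 0.81 (standard error 0.110) and the BMP antagonist Nbl1 at 0.77 (standard error 0.107). Of 25 extracellular matrix genes 1 was higher, NOV, and none lower (the same count when adjusted over the list alone). Of 25 metzincins and TIMPs, MMP2 was higher, and the metalloproteinase Pappa (-0.82, standard error 0.170) and Adamtsl2 were lower (6 higher and 2 lower when adjusted over the list alone). None of 18 immune response genes passed in limma, with 4 higher at an unadjusted p under 0.05 (1 higher when adjusted over the list alone). With scan date in the fit NOV, MMP2, Itgb6 (adjusted p = 0.0389), Gdf15 (0.0262) and Nbl1 (0.0270) passed, and the calls of TGFB2, Itgb1 (0.305), Adamtsl2 (0.104) and Pappa (0.168) were lost.
As groups by camera, fibrosis had an adjusted p = 1.05e-05, the TGF-beta network 0.0237 and extracellular matrix 0.00851, and the calls were lost, at adjusted p = 0.415, adjusted p = 0.309 and adjusted p = 0.734 with an estimated correlation. Metzincins (adjusted p = 0.142) and immune response (adjusted p = 0.210) did not pass. Ranked by fold change with fgsea, the normalized enrichment scores were 2.38 for fibrosis, 2.07 for extracellular matrix, 1.77 for the TGF-beta network and 1.76 for metzincins (adjusted p = 0.0107 and 0.0109 for the last 2), and 1.39 for immune response (adjusted p = 0.157). Exchanged only within scan groups, the list means of fibrosis (0.37) and the TGF-beta network (0.15) had an exact permutation p = 0.00926 (adjusted p = 0.0365 over 63 list means), metzincins p = 0.0370 (adjusted p = 0.101), extracellular matrix p = 0.194 (adjusted p = 0.314) and immune response p = 0.454 (adjusted p = 0.633). Exchanged over all animals, fibrosis did not pass (exact p = 0.0346, adjusted p = 0.0873). All lithium-treated arrays lay above all control arrays for the TGF-beta network and 5 of 6 for fibrosis. Within the 3 scan groups with both diets, the difference of the list mean ran from 0.10 to 0.76 for fibrosis, -0.04 to 0.75 for extracellular matrix, 0.06 to 0.24 for the TGF-beta network, 0.02 to 0.40 for metzincins and -0.06 to 0.31 for immune response. The cortex array of lithium-treated animal 19 stood highest in these lists, with means of 1.13 above the control mean for fibrosis (next lithium-treated array 0.30, leaving out that of animal 17), 0.579 for metzincins (0.115) and 0.487 for immune response (0.084), and of 1.36 for smooth muscle and pericyte genes (0.19). Without this array the camera adjusted p was 0.477 for extracellular matrix, 0.161 for the TGF-beta network and 0.00754 for fibrosis. Without control animal 16 extracellular matrix (0.0610) and the TGF-beta network (0.0510) did not pass either, while metzincins passed without control animal 1 (0.0465) and without lithium-treated animals 6 (0.0325) and 18 (0.0447), and immune response without control animal 1 (0.0465).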

Each point represents the mean signal intensity (expression level) per group of a probe set within a gene set. No enrichment would be indicated by the position of a point along the identity line. 

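In the medulla, 4 of 31 measured immune response genes were higher in lithium-treated rats and 1 was lower at an adjusted p under 0.05 from limma (17 higher and 1 lower when adjusted over the list alone). The T cell receptor chain Cd3e rose by 0.68 on the log2 scale (standard error 0.122, adjusted p = 0.00942), the costimulatory molecule Cd86 by 0.67 (standard error 0.172) and the T cell glycoprotein Cd5 by 0.62 (standard error 0.164), and the cytokine Il15 had a log2 fold change of -0.58 (standard error 0.0865, adjusted p = 0.00351). Of 20 markers of macrophages and dendritic cells, 7 were higher and none was lower (10 higher when adjusted over the list alone), with Cd68 at 1.06 (standard error 0.195), the mannose receptor Mrc1 at 1.00 and the complement component C1qa at 0.95. Of 31 metzincins and TIMPs, 6 were higher and 1 was lower (9 and 2 when adjusted over the list alone), with the macrophage elastase Mmp12 at 1.10 (standard error 0.211) and the proteinase Tll1 at 0.58. Of 36 genes of fibrosis and myofibroblasts, 6 were higher and 1 was lower (8 and 2 when adjusted over the list alone), with the contractile protein Tagln at 0.80 and vimentin (Vim) at 0.55. Of 29 extracellular matrix genes 2 were higher and 1 was lower (3 and 1 when adjusted over the list alone), NOV, the collagen chain Col8a1 (0.45) and versican (Vcan, -1.69). Of 46 genes of the TGF-beta network 3 were higher and 1 was lower (4 and 1 when adjusted over the list alone), the antagonist Nbl1 (0.88), the binding protein Ltbp4 (0.71), BMP1 and the receptor Bmpr1a (-0.44). The control means of Cd3e, Cd86, Cd5, Mrc1, Mmp12, Tll1 and Col8a1 lay between 5.26 and 5.97, under the filter value of 6.
As groups by camera, immune response had an adjusted p = 9.63e-08, macrophages 1.25e-08, metzincins 8.02e-04, fibrosis 0.00540 and extracellular matrix 0.00442, and the calls were lost, at adjusted p = 0.106, 0.164, 0.145, 0.245 and 0.364 with an estimated correlation. The TGF-beta network did not pass (adjusted p = 0.201). The list mean of immune response was higher by 0.33 (standard error 0.0815), with all 6 lithium-treated arrays above all control arrays, and exchanged only within scan groups it had an exact permutation p = 0.00926 (adjusted p = 0.0365 over 63 list means). That of macrophages was higher by 0.60, with 4 of 6 arrays above all control arrays (exact permutation p = 0.0185, adjusted p = 0.0556), and those of metzincins, extracellular matrix, fibrosis and the TGF-beta network had exact permutation p = 0.0833, 0.102, 0.120 and 0.259 (adjusted p = 0.188, 0.201, 0.230 and 0.398). Ranked by fold change with fgsea, the normalized enrichment scores were 2.41 for immune response (adjusted p = 4.66e-06), 2.48 for macrophages, 1.86 for extracellular matrix, 1.77 for metzincins (adjusted p = 0.0128), 1.47 for fibrosis (adjusted p = 0.0922) and 1.28 for the TGF-beta network (adjusted p = 0.139). Within the 3 scan groups the difference of the list mean ran from 0.19 to 0.43 for immune response, 0.35 to 0.85 for macrophages, 0.02 to 0.32 for metzincins, -0.09 to 0.21 for fibrosis, -0.06 to 0.47 for extracellular matrix and -0.06 to 0.17 for the TGF-beta network. With scan date in the fit, 1 immune response gene was higher and 1 lower, Cd3e (adjusted p = 0.0411) and Il15 (0.0236), 3 macrophage genes were higher, Cd68, Mrc1 and C1qa, and 3 metzincins, MMP2, Mmp12 and BMP1. Of the fibrosis genes MMP2 alone passed in that fit, of the extracellular matrix genes NOV and of the TGF-beta network BMP1, and the calls of Vim (0.0519), Tagln (0.0751), Col8a1 (0.119), Vcan (0.113), Nbl1 (0.0517), Ltbp4 (0.0939) and Bmpr1a (0.0705) were lost. Among the lithium-treated medulla arrays, that of animal 17 had the lowest means for extracellular matrix and fibrosis, both at -0.10 against the control mean.

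**Figure D2:**
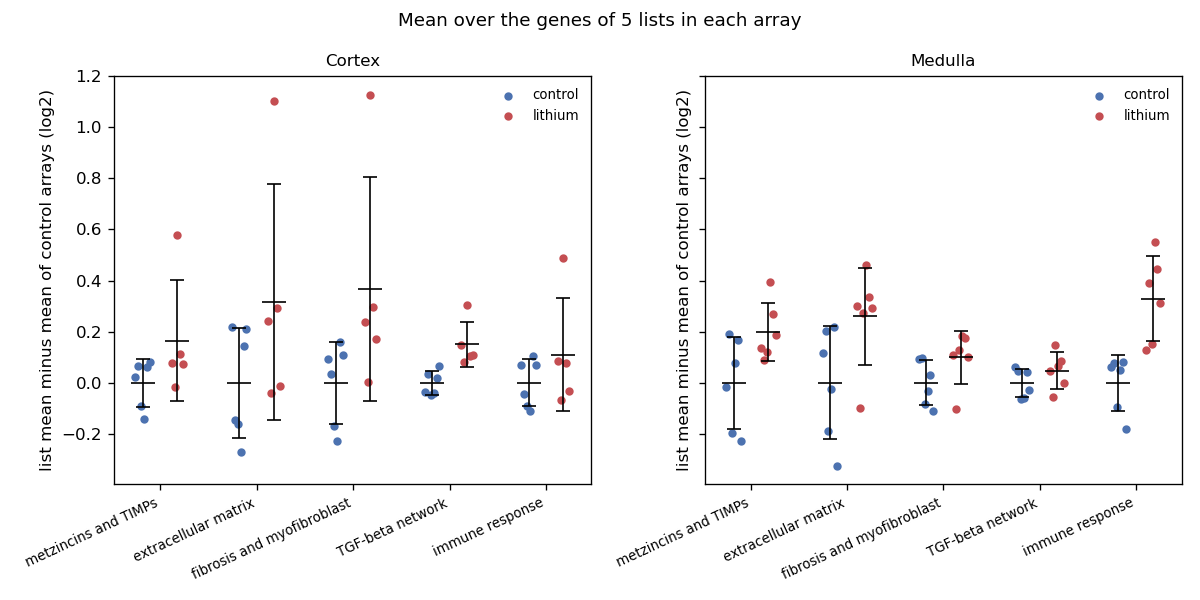
Mean of the genes of 5 lists on each array minus the mean of the control arrays (y axis, log2), in cortex and medulla of control and lithium-treated rats, with a point for each array and bars for the mean ± SD, without the cortex array of animal 17. In the cortex lithium-treated animal 19 lies highest in fibrosis, at 1.13, and in immune response, at 0.487.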

Interestingly, the gene sets MARGS, fibrosis, TGFβ, and ECM are enriched in both lithium-treated cortex and medulla, but only the gene set “immune response” is enriched in medulla from lithium-treated rats, even to a more significant level than MARGS themselves (p<0.001, NES = 2.40, vs. p = 0.01, NES = 1.52, respectively).

**Fig 4:**
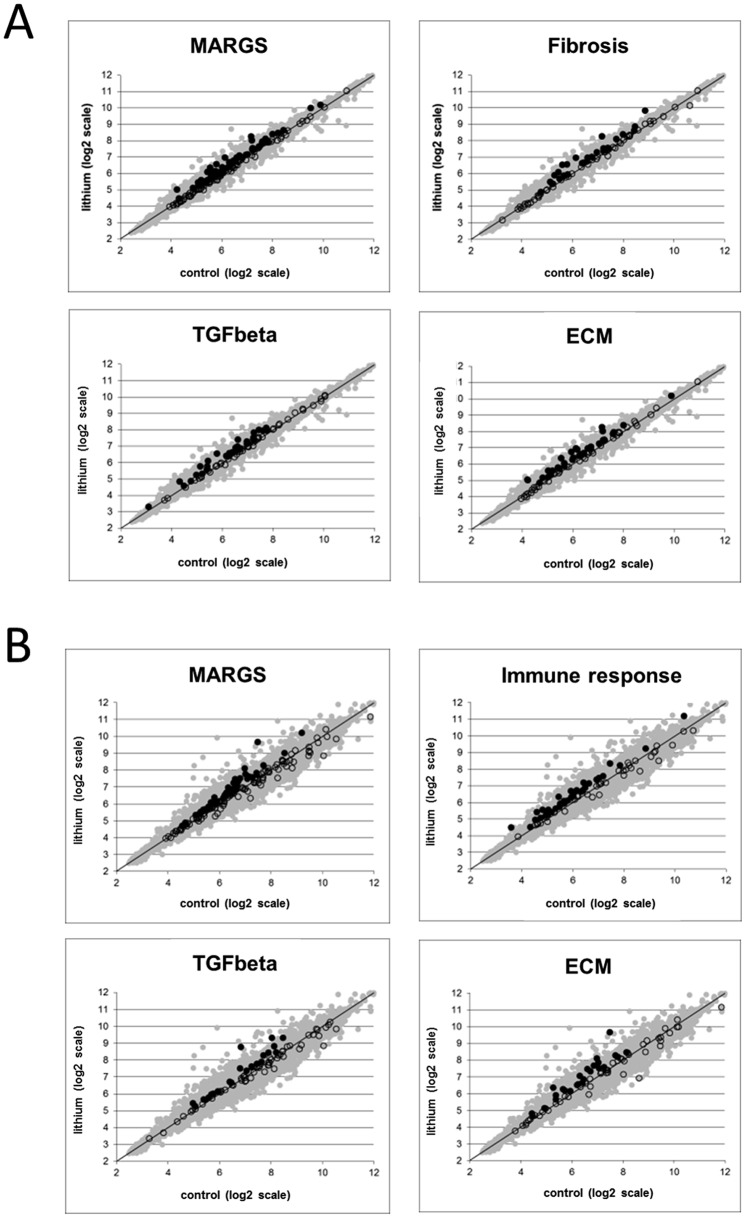
Gene Set Enrichment Analysis with microarray expression data from the renal cortex and medulla of rats fed lithium for 6 months. The mean signal intensity of a probe set (a surrogate value of expression level) across all lithium-fed samples (y-axis) is plotted against the mean signal intensity across all control samples (x-axis). Each point represents a single probe. **(A)** Gene sets with functional gene annotation enrichment for MARGS, fibrosis, TGFβ2 and ECM genes in the renal cortex; **(B)** Gene sets with functional gene annotation enrichment for MARGS, immune response, TGFβ2 and ECM genes in the medulla. With the exception of the MARGS gene set, all gene sets in this figure were extracted from www.SABiosciences.com.

### Immunohistochemistry and qPCR

To confirm the conclusions derived from the microarray data, further analytical studies were performed on selected gene products which showed significant changes following lithium treatment, such as TGFβ2, CD44, and NOV (CCN3) in renal cortical and medullary samples. 

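TGFB1, a profibrotic cytokine, had a log2 signal intensity of 7.23 ± 0.209 (SD, n = 6) in the cortex of control rats and 7.52 ± 0.355 (SD, n = 5) in that of lithium-treated rats, a difference of 0.29 (standard error 0.139, adjusted p = 0.322 from limma, and p = 0.119 in a 2-sided exact permutation test). In the medulla it was 8.45 ± 0.199 (SD, n = 6) and 8.50 ± 0.0805 (SD, n = 6), a difference of 0.06 (standard error 0.0930, adjusted p = 0.732, exact p = 0.532). Within the scan groups the difference was 0.06 to 0.58 in the cortex and -0.10 to 0.23 in the medulla. With array weights, which give most weight to the cortex array that equals its group mean, TGFB1 passed in the cortex (adjusted p = 0.00263).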

TGFβ1 was also investigated, as a protein known to be involved in the fibrotic process, but did not show a significant change in the microarray data.

### NOV/CCN3

In marked contrast to the large changes in expression of NOV shown in the microarray data, immunohistochemistry of the protein appears to be weak (Fig 5A and 5B) and reveals that NOV is not detectable in the basolateral region of the cortical collecting ducts of the control animals but is barely detectable in the medullary collecting ducts of controls (Fig 5B). Exposure to lithium causes an upregulation of this expression in the cortex (Fig 5C) and which also extends into the outer medulla (Fig 5D) but its expression appears to be weak and confined here to cells of the collecting ducts.

**Fig 5:**
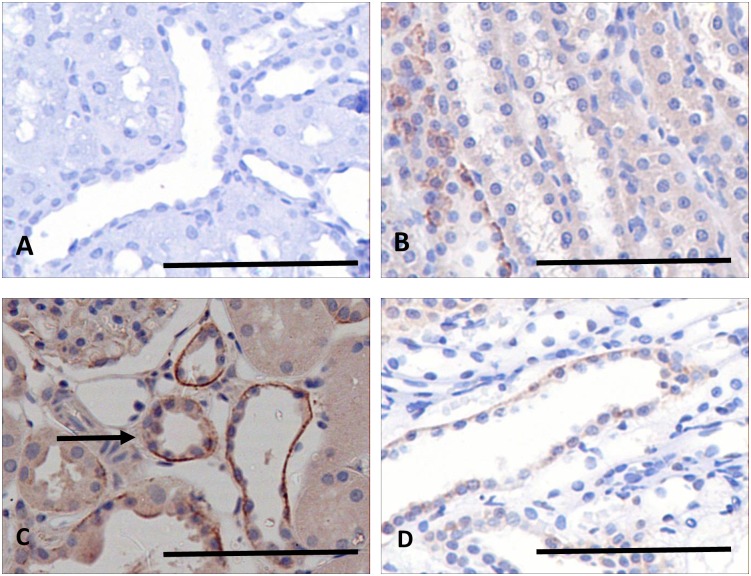
Sections of kidneys of control and lithium-treated rats probed for NOV/CCN3. In control rats the protein is apparently absent from the cortex (A), and barely detectable in the outer medulla (B), in basolateral margins of collecting ducts, but absent from thick ascending limbs. In contrast NOV occurs basolaterally in epithelial cells of the distal tubules and cortical collecting ducts of lithium-treated rats, (C, arrows) and weakly in collecting ducts of the outer medulla (D). Scale bar, 50 microns.

The increase in expression of NOV induced by lithium exposure was also confirmed by quantitative PCR. Data obtained showed that there was an increase in NOV gene expression following six months of lithium exposure by more than a factor of 2 (2.79 ± 0.2; p> 0.005, n = 6) in the cortical extracts, and by 2.38 ± 0.23 (p>0.005; n = 6) in samples from the medulla.

### CD44

Immunohistochemistry of CD44 in the kidneys of control rats (Fig 6A) revealed its presence mainly in the basolateral membranes of distal tubules, although its occurrence was sporadic, and absent from the collecting ducts. It was also expressed in some epithelial cells lining Bowman’s capsule (Fig 6B). The label was also detected in the outer medullary collecting ducts, but only in some cells. In contrast, examination of the kidneys of lithium treated rats (Fig 6C and 6D) showed a substantial increase in expression. Although there was little change in the staining of the epithelial cells of Bowman’s capsule (Fig 6D), there was uniformly strong basolateral staining in the medullary collecting ducts and thick ascending limbs (Fig 6C), as well as the dilated cortical collecting ducts and distal tubules, and this strong expression was extended into the collecting ducts of the outer medulla.

**Fig 6:**
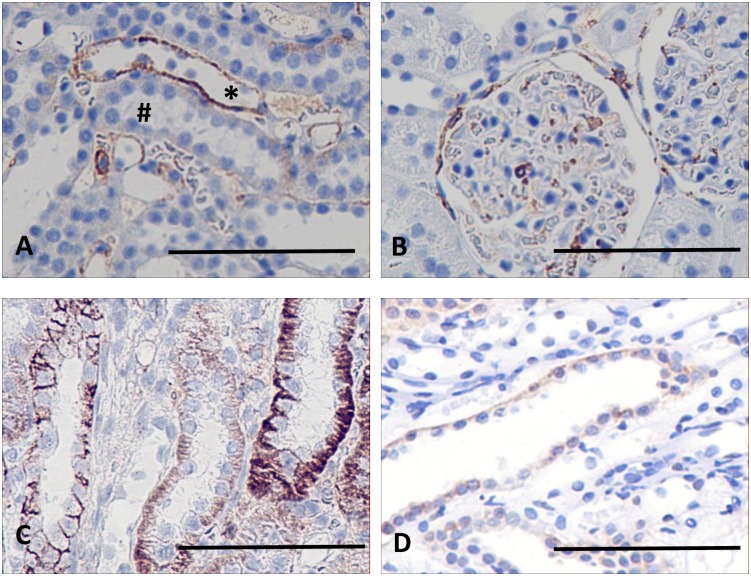
Sections of kidneys of control and lithium-treated rats probed for CD44. In control kidneys (A, B) there is strong labelling basolaterally in the distal tubule (A), and weak labelling in the glomeruli (B). The collecting ducts (A) are unstained. In the lithium-treated rats there is strong staining in both collecting ducts (C) and thick ascending limbs (C), while the staining of the glomeruli is unchanged (D). Scale bar, 50 microns.). Scale bar, 50 microns.

qPCR of extracts of the cortical and medullary regions substantiated the qualitative impression given by immunohistochemistry and the microarray data. In the cortex of lithium-treated rats, abundance of CD44 mRNA increased by a factor of 1.17 ± 0.14; ns; n = 6), an insignificant change relative to the control animal. In the medulla, however, qPCR showed a significant increase, compared with the control animals, of 1.68 ± 0.12; p>0.01; n = 6).

### TGFβ2

Fig 7A and 7B illustrates that in the control animals there is diffuse staining in the proximal tubules, and basolaterally in the distal tubules, while the cortical collecting ducts themselves are unstained. After adjustment for background staining, the area of cortical DAB stain was 2.88 ± 1.0%, while in the outer medulla it was slightly less at 1.98 ± 0.28%. In contrast, while cortical regions of the lithium-treated kidneys show little change in staining intensity (Fig 7C), there is a substantial increase in staining in the outer medulla, confined to the thick ascending limbs (Fig 7D). In these kidneys, the cortical area occupied by DAB staining was 6.54 ± 1.04% while the outer medullary area showed a very significant increase, compared to the controls, at 11.29 ± 1.2%. This difference is underlined by the qPCR results, which indicated that the presence of TGFβ2 in the cortex in lithium-treated rats increased by a factor of 1.23 ± 0.05; P>0.01; n = 6) while the increase in the medulla was considerable larger (1.45 ± 0.06; p>0.01; n = 6), which is reflected in the microarray data.

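On the arrays, the difference of the TGFB2 effect between the tissues, medulla minus cortex, was -0.21 on the log2 scale (standard error 0.135) and did not pass the test (adjusted p = 0.382 from limma). With the animal as a replicate block the adjusted p was 0.416. For TGFB1 the difference was -0.24 (adjusted p = 0.448).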

**Fig 7:**
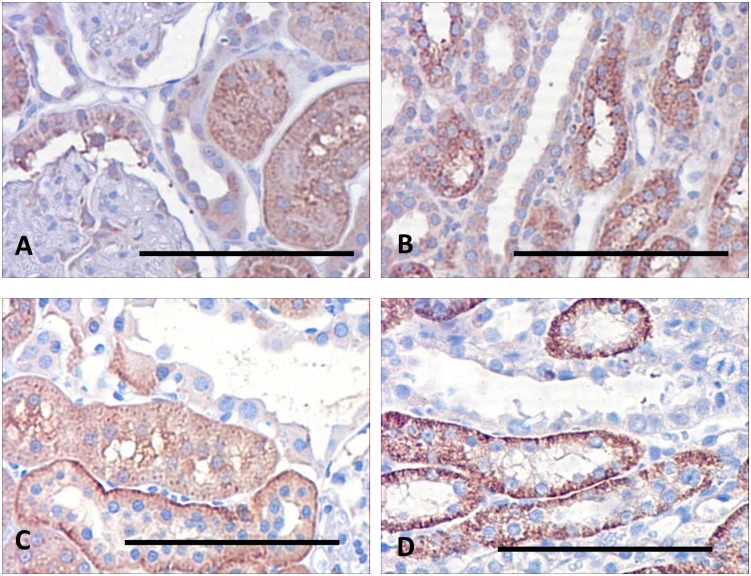
Immunohistochemical location of TGFβ2 in the kidneys of control rats and rats fed a lithium-containing diet for 6 months. (A) Cortical region of a control rat, showing weak cytoplasmic staining in the proximal tubules but an absence of stain in the distal tubule. (B) In the outer medulla, the collecting duct is unstained but there is some staining in the thick ascending limbs. (C) In the lithium-treated animals there is strong staining in the basolateral regions of the distal tubules, but no staining in the cortical collecting ducts. (D) This pattern is repeated in the outer medulla, where the thick ascending limbs show strong basolateral staining but the collecting duct is devoid of stain. Scale bar, 50 microns.

## Discussion

The present work is aimed primarily at the refinement of the diagnosis of kidney fibrosis and the investigation of potential markers and mechanisms of this disorder across species. In this respect, a MARGS-based fibrosis classifier, that is able to separate fibrotic from non-fibrotic tissues across different etiologies and solid organs of humans, including the kidney, has been developed [3, 5]. In this study it was extended to include a rat model of CKD. The MARGS-based fibrosis classifier gene set was able to classify all samples of medulla and cortex correctly with a classification rate, sensitivity and specificity of 100%. 

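The effect of lithium differed between medulla and cortex for 357 of 16388 clusters at an adjusted p under 0.05 from limma, 160 with the higher value in the medulla and 197 in the cortex. The largest differences in favour of the medulla were in the defensin Defb11 (2.31 on the log2 scale, standard error 0.222, adjusted p = 3.31e-06), the cortisol-inactivating enzyme Hsd11b2 (2.21), Trpv5 (2.17), Adm2 (2.00) and Kcne1 (1.86, standard error 0.203), and those in favour of the cortex in the lysyl oxidase Loxl4 (-1.96), the cotransporter Slc4a7 (-1.73), the malic enzyme Me1 (-1.65), angiopoietin-2 (Angpt2, -1.64) and Aqp4 (-1.63). NOV had a larger log2 fold change in the medulla (difference 1.63, standard error 0.260, adjusted p = 0.00232), but its control means of 4.78 and 5.91 lay under the filter value of 6, so that the size and direction of this difference are not settled, while MMP2 (0.39, adjusted p = 0.473) and CD44 (-0.10, adjusted p = 0.842) did not pass. Of 39 genes of fibrosis and myofibroblasts 2 had the higher value in the cortex (Itgb1 and Plat), of 29 extracellular matrix genes 1 in the medulla (NOV), and of 32 metzincins and TIMPs 1 in each tissue (Adamtsl2 in the medulla and Timp3 in the cortex). None of 47 genes of the TGF-beta network and none of 32 immune response genes passed in limma. Of 21 intercalated cell genes 2 had the higher value in the medulla (Oxgr1 and Slc4a9), and of 24 genes of principal cells and water handling 2 in each tissue (Hsd11b2 and Kcne1 in the medulla, Aqp4 and Akap7 in the cortex). Of 24 epithelial injury genes 4 had the higher value in the cortex, Lgals3, Anxa2, Cd24 and Mal, of which the last 3 were chosen after their values were seen, as was Akap7.
Each animal gave both tissues, and with the animal as a replicate block 345 clusters passed, 155 and 190. In that fit the calls of Plat (adjusted p = 0.0613), Timp3 (0.0512), Adamtsl2 (0.0584), Slc4a9 (0.0502), Oxgr1 (0.0633) and Cd24 (0.0860) were lost, and that of NOV was kept (0.0134). Other list members passed in that fit alone, among them Atp6v1g3 (0.0473), Adamts15 (0.0371), Calb1 (0.0381) and Ccl5 (0.0342) with the higher value in the medulla and S100a10 (0.0444), Slc6a19 (0.0481) and Glyatl2 (0.0318) in the cortex. Over all lists 13 genes lost their call and 11 gained it. Among the genes with the largest differences, Trpv5 in control medulla (4.98), Loxl4 in control cortex (5.82) and Defb11 (5.23) and Kcne1 (4.95) in lithium-treated cortex lay under 6. Repeated quantile normalization gave 177 higher in the medulla and 154 in the cortex, and no expression filter 228 and 155. Adding scan date to the blocked fit left 5 clusters, and the call of NOV was lost (adjusted p = 0.198), as were those of Hsd11b2, Trpv5, Loxl4, Slc4a7, Me1, Angpt2 and Aqp4, while Defb11, Adm2 (both 0.00540) and Kcne1 (0.0116) passed. The count of 357 rose to 710 without control animal 29 and to 694 without lithium-treated animal 6. It fell to 160, 115, 182 and 144 without control animals 1, 15, 16 and 30 and to 78, 174, 218, 174 and 138 without lithium-treated animals 17, 18, 19, 21 and 22.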

Using gene set enrichment analysis, which focused on 5 pathway gene sets known to be involved in fibrosis and ECM remodeling, the data support the more cortical pattern of fibrosis due to lithium exposure. This reflects previous reports in this disease model, since gene up-regulation in the cortex appears to be more consistent and less variable than in the medulla [8].

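For the 52 transcript clusters that were higher with lithium in both tissues at an adjusted p under 0.05 from limma, NOV, MMP2 and CD44 among them, the median SD between lithium-treated rats was 0.217 in the cortex and 0.333 in the medulla on the log2 scale, and the SD was higher in the medulla for 40 of the 52 clusters (median ratio 1.34). Between control rats it was higher in the medulla for 42 of the 52 clusters (median ratio 1.42). Over all 13403 clusters kept in both tissues the median ratio was 1.12 in lithium-treated and 1.19 in control rats. With the same 5 lithium-treated rats in both tissues the ratio was 1.17, with 34 of the 52 clusters higher in the medulla, and leaving out each rat in turn gave 1.17 to 1.93, the latter without animal 19. The clusters are not independent replicates, and no test over animals was made.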

The microarray data of selected genes such as TGFβ2, CD44, and NOV/CCN3 were validated against immunohistochemistry and qPCR.

The successful application of this classifier to experimental lithium-induced interstitial fibrosis has significant consequences. First, these results argue for universal features in the pathophysiology of fibrosis across species. Second, it supports the use of this experimental model [8] for interventional studies with respect to the application of such findings in humans.

A chronic model of lithium-induced renal fibrosis, in rats, with only minimal active inflammation, mimicking many aspects of chronic interstitial fibrosis in human kidneys, has been described [8]. These rats exhibited progressive focal interstitial fibrosis, characterized by increased numbers of myofibroblasts, apparently enhanced TGFβ1 expression, and interstitial collagen deposition, as well as evidence of focal glomerulosclerosis [8]. However, exactly how lithium induces fibrosis is not well delineated.

In the past, transcriptome analyses of renal medulla from rats treated with lithium for 4 weeks, demonstrated altered transcription and mRNA expression of a number of genes, involved in cellular proliferation and regulation of the actin cytoskeleton [11–13]. NOV/CNN3 is a cysteine-rich protein that belongs to the CCN family of matricellular proteins interacting with integrins [14]. NOV is involved in extracellular matrix production, and migration of several cell types. It is widely expressed in several tissues, including the kidney [14, 15]. NOV differentially modulates expression of MMP-1, -3, -2, -9 and -13 in a cell-type specific manner [16–19]. NOV up-regulation in lithium-treated rats was associated with augmented MMP-2, CD44 and TGFβ2.

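Across the 6 lithium-treated medulla arrays, NOV and MMP2 had Pearson's r = 0.94 (exact permutation p = 0.0361) and Spearman's rho = 0.71 (exact permutation p = 0.136). Without the 2 arrays farthest from the median of NOV, r was 0.05, so the relation rests on those arrays. NOV and CD44 had r = 0.59 (exact p = 0.286) and rho = 0.09 (exact p = 0.919), with r = -0.84 without the 2 farthest arrays. NOV and TGFB2 had r = -0.07 (exact p = 0.872) and rho = -0.37 (exact p = 0.497), with r = 0.27 without the 2 farthest arrays. None of the 9 relations computed in control cortex, control medulla and lithium-treated medulla passed after Benjamini-Hochberg adjustment (lowest adjusted p = 0.325). In lithium-treated cortex, with 5 arrays of their own values, no correlation was computed.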

TGFβ is a potent inducer of ECM accumulation [20–23]. TGFβ1 and TGFβ2 are the major isoforms involved in renal fibrosis [24]. Upregulation of TGFβ has been associated with tubulointerstitial fibrosis in humans and in various experimental models of fibrosis [25]. Importantly, the therapeutic potential of an anti-TGFβ monoclonal antibody was demonstrated in rats with chronic renal allograft rejection [26], diabetes [27] and unilateral ureteral obstruction [28]. TGFβ1 is also known to regulate MMP expression, as shown previously [29].

CD44 is a transmembrane glycoprotein which occurs in a large number of functionally distinct isoforms, implicated in many physiological and pathological processes, including fibrosis [30]. Hyaluronic acid (HA) and osteopontin are major ligands of CD44. For example, upon binding with HA, CD44 interacts with TGFβ receptor I, resulting in the activation of TGFβ1 signaling in metastatic breast tumor cells [31]. Moreover, cleavage of pro-TGFβ1 into its active form by MMP-9 is dependent upon CD44 interaction with MMP-9 [32].

Glomerular or tubular CD44 overexpression occcurs in humans with IgA-nephropathy, diabetic nephropathy and hypertensive nephrosclerosis as well as in experimental mesangial proliferative glomerulonephritis [33–35]. In human IgA nephropathy and in renal allografts, tubular CD44 expression was found to correlate with IF/TA [36, 37]. During unilateral ureteral obstruction, CD44-deficient mice exhibited increased tubular damage, associated with decreased proliferation and increased apoptosis of tubular epithelial cells but decreased renal fibrosis [38]. The authors suggest that CD44, by interacting with TGFβ1, plays a signal role in the development of interstitial fibrosis.

MMP-2 degrades gelatin and many forms of collagen including collagen IV. It has been implicated in renal fibrosis, and renal tubular epithelial cell transdifferentiation with tubular atrophy. MMPs, including MMP-2 were shown to be increased in human and rat chronic allograft dysfunction [39]. Urinary MMP-2 and MMP-9 and TIMP-1 and TIMP-2 might be markers of renal allograft function in humans; especially increased MMP-9 concentrations were shown to correlate with histologic lesions related to tubular atrophy and interstitial fibrosis [40]. Accordingly, in humans with chronic transplant nephropathy with interstitial fibrosis, serum MMP-2 levels were found to be elevated compared to subjects with acute rejection or stable graft function [41]. In addition, a clear association between MMP-2 transcript abundance and the extent of tubular injury in human delayed graft function was observed recently [42]. In human renal allograft biopsies, augmented concentrations of MMP-7 and MMP-2 in serum were parallel to the degree of IF/TA [43,44,45]. In a Fischer-Lewis rat model of kidney transplantation, recipients initially develop acute rejection which subsequently leads to chronic renal allograft rejection associated with IF/TA [39]. During chronic renal allograft rejection, mRNA levels of MMPs (MMP-2, -11,-12, -14), TIMP-1,-2, ADAM-17 and TGFβ1 were increased [38]. In the present study, MMP-2 mRNA levels were found to be overexpressed in both the cortex and medulla of lithium-fed rats compared to controls.

In conclusion, we have demonstrated that a MARGS-based fibrosis classifier that can be applied successfully across solid organs in humans, can also be applied to the rat kidney. Thus the MARGS-based fibrosis classifier can be used as a valuable tool in the investigation of rat models of renal fibrosis to correlate with changes demonstrated in human renal fibrosis.

How the deposited data were processed for this re-analysis (not part of the article)

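Gene expression was measured on Affymetrix rat gene arrays in cortex and medulla of 6 lithium-treated and 6 control rats, 24 arrays in all, with the same 12 animals in both tissues. The authors deposited log2 signal intensities of 28894 transcript clusters, made in Partek by RMA background correction, quantile normalization, log2 transformation and median polish, with scan date removed by an analysis of variance and probe sets averaged into transcripts. The submitters' processing notes name RMA, Partek and rn4. No coordinates were used.

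Of the clusters, 15097 carried 1 gene symbol in the platform annotation, 323 several and 13474 none, and 8 more were named by Tables 1 and 2 of the paper. Symbols were updated through their gene identifiers. Where a gene had several clusters, the cluster with the highest mean over the 24 arrays was used, except the clusters given in Tables 1 and 2, which gave 14332 genes. Clusters with several symbols were not named. In each tissue, clusters with a log2 value of at least 6 on at least 4 of 12 arrays were kept, as in the paper, which left 8303 named genes in cortex and 9455 in medulla.

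The diets were compared in each tissue with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. The difference of the effect between tissues was an interaction term over all 24 arrays. Tests of single values were 2-sided exact permutation tests (scipy 1.17.1), for which the smallest possible p is 0.00216. They exchange arrays across scan groups, and the means of lists were also tested over all 108 exchanges within scan groups with scan date in the fit, for which it is 0.00926. Gene lists were tested with camera at a preset correlation of 0.01 and, as alternatives, with an estimated correlation and with fgsea 1.28.0 on genes ranked by fold change. The classification used scikit-learn 1.9.0 with numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15, with exact binomial (Clopper-Pearson) intervals at 95%. Figures were drawn with matplotlib 3.10.9.

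Arrays of one scan group leave directions without residual variance once scan date is removed. The dates are not given in the sources used here, so the groups were not checked against them. The groups recovered from these directions were tested on simulated data, where they were found as they had been made. They are {1, 6, 13, 17}, {15, 16, 18, 19} and {21, 22, 29, 30} in medulla, by animal, and in cortex the same except that animal 17 stands alone. The fits were tested on simulated data with the variances of each tissue and a set of changed genes. At a log2 change of 0.5, 1 and 2, the fit without scan date recovered 76.1%, 95.5% and 100% of the changed genes in cortex, and the fit with it 47.8%, 91.0% and 100%. In medulla these shares were 49.3%, 92.5% and 98.5% without scan date and 41.8%, 83.6% and 97.0% with it. Control medulla and control cortex differed in 12785 clusters (11252 higher in medulla and 1533 lower), with 27 of 29 proximal tubule genes lower and 13 of 15 papilla genes higher in medulla, as a check of the labels. The array medians were also higher in medulla (6.16 against 5.79 over the 12 arrays of each tissue), which favours higher calls there. The check therefore rests on the proximal tubule genes, which go the other way.

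The pairing of cortex and medulla by animal comes from the labels, which give both arrays of an animal its number. Over the 11 animals with their own values in both tissues, the correlation of the 2 deviations from the group means across genes ran from -0.0867 to 0.438, was over 0.1 in 6 animals and was highest with the animal's own array in 7. The animal was a replicate block in an alternative fit of the interaction.

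The genes named in the text were chosen by a rule written before the data were examined. It takes every gene of Tables 1 to 3 and of the results text, whose values in the paper's tables had been seen, and in each tissue the 10 largest positive and 10 largest negative log2 fold changes at an adjusted p under 0.05 with no overlap between the 6 lithium-treated and 6 control arrays. It also takes the 5 largest tissue differences in each direction, and from each list up to 4 members with the largest change past the threshold. Genes outside this rule are said to be so where they are singled out. The 32 lists cover metzincins and TIMPs, extracellular matrix, basement membrane, fibrosis and myofibroblasts, the TGF-beta network, immune response, macrophage and dendritic cell markers, MHC class II, interferon-stimulated genes, chemokines and cytokines, principal cells and water handling, intercalated cells, thick ascending limb and distal convoluted tubule, thin limb, proximal tubule, podocyte and glomerulus, endothelium, smooth muscle and pericyte, epithelial injury, cell cycle, Wnt and beta-catenin targets, osmoadaptation, hypoxia and glycolysis, cholesterol synthesis, unfolded protein response, red blood cell, T cell and B cell markers, urothelium, papilla and inner medullary collecting duct, the genes of Table 1, those of Table 2 and the classifier genes.

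The alternatives set before the data were examined included no expression filter, a filter at a log2 value of 7 and eBayes with trend and robust. They also held a t-test, which the paper names in its abstract, and scan date in the fit. Median centring, repeated quantile normalization, array weights and all 24 arrays in the fit were further ones. The last were a minimum fold change of 1.5, the animal as a block and each animal left out in turn. A 2-way analysis of variance with scan date and no moderation, and scan date together with an estimated correlation, with the animal as a block or without an array in doubt, were added after the values were seen. The exact tests in cortex were changed, after a first run, to leave out the array of animal 17. Immunohistochemistry, qPCR, histology, Gene Ontology sets and the full MARGS set were not analysed here, and the single results of some genes are not reported here.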

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

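The comparisons of the intercalated cell list with other lists were chosen only after the result was seen, and the test of single arrays and those of animal 6 before.

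In the lithium-treated medulla, 8 of 19 intercalated cell genes were higher, and 3 with scan date in the fit. A larger share of other nephron segments in these pieces would raise their genes alike. The rise of the intercalated cell mean exceeded that of the proximal tubule mean by 1.64 (1.04 to 2.24). In cortex the proximal tubule mean differed by -0.10 with lithium, so this gap argues against more cortex. The rise also exceeded that of the thick ascending limb mean by 1.44 (0.95 to 1.94) and of the principal cell mean by 1.03 (0.34 to 1.71). Both of these means were lower with lithium in cortex (-0.36 and -0.28). More thick ascending limb and more collecting duct therefore stay open, since a loss of expression could hide a larger share. Between 4 and 9 members were higher in the 12 fits that leave out 1 array each. These fits do not decide on a single array, since its effect on the other arrays of its scan group stays in the values. The list mean rose in all 3 scan groups (0.43 to 1.49), so the rise was not confined to the scan group of 1 array. Less papilla in the lithium-treated pieces stays open, since the papilla mean differed by -0.0667 (-0.36 to 0.23) and the thin limb mean by -0.47 (-0.36 without the 2 genes it shares with the papilla list). More or more active intercalated cells may be a biological source of the rise, a hypothesis that these arrays do not test.

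In the medulla of lithium-treated animal 6, NOV was lowest of its group at 9.01 and the first component score was lowest at 1.06. The proximal tubule mean of this array was 0.10 and the thick ascending limb mean 0.24, both above all other lithium-treated arrays. Both lay within the ranges of the control arrays, -0.78 to 1.01 and -1.12 to 0.68. These values allow a piece with more cortex and more thick ascending limb than the other lithium-treated pieces. They do not tell this from a smaller response to lithium, since the control arrays cover them. The papilla mean of -0.20 lay within the range of the others and gave no sign of more papilla. It does not exclude more papilla, since 2 of the 15 papilla genes were higher and 2 lower with lithium in medulla. A smaller response to lithium stays open, since the cortex score of this animal, 1.49, lay within the range of the other lithium-treated animals and its cortex is another piece of tissue. The tests rest on 1 array.

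Far from the other arrays of its group stood the cortex array of lithium-treated animal 19, with CD44 at 7.12 and list means above the control mean of 1.36 for smooth muscle and pericyte, 1.41 for epithelial injury, 1.13 for fibrosis and myofibroblasts, 0.58 for metzincins and TIMPs, 0.49 for immune response, 0.39 for endothelium and 0.32 for Wnt and beta-catenin targets. The medulla array of lithium-treated animal 17 stood lowest of its group in extracellular matrix (-0.10), fibrosis (-0.10) and red blood cell genes (-0.15). Control animal 1 stood lowest of its group in basement membrane in cortex (-0.0863), and control animal 30 in smooth muscle and pericyte in medulla (-0.45). Of 138 groups tested, 15 held an array beyond the limit, and chance gives about 5% of groups, or 6.9.

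The effect of lithium differed between the tissues, as medulla minus cortex, by 2.31 for Defb11, 2.21 for Hsd11b2, 2.17 for Trpv5 and 2.00 for Adm2. The difference was 1.86 for Kcne1 and 1.63 for NOV (Ccn3), whose control means lay under the filter value. It was -1.96 for Loxl4, -1.73 for Slc4a7, -1.65 for Me1, -1.64 for Angpt2 and -1.63 for Aqp4. Trpv5 in control medulla, Loxl4 in control cortex, and Defb11 and Kcne1 in lithium-treated cortex also lay under the filter value. With the animal as a block and scan date in the fit, Defb11, Adm2 and Kcne1 passed and the other calls were lost. Among genes the paper does not discuss, Krt19 rose by 3.50 and Klk1b3 changed by -2.74 in cortex, and Tppp3 rose by 3.40 and Klk1b3 changed by -1.63 in medulla. Among lists it does not discuss, in cortex 11 epithelial injury genes were higher, and 6 principal cell genes were lower and 2 higher, and in medulla 8 intercalated cell genes were higher and 8 cholesterol synthesis genes lower.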

How the results depend on the processing

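The fits with the 2-way analysis of variance, with scan date and an array left out, and with scan date together with a block or an estimated correlation were chosen only after the result was seen, and the cause of the changes was not tested except where named. With scan date in the fit the count of genes fell from 288 to 79 in cortex and from 1052 to 190 in medulla, and in simulated data without it 12.4% of unchanged cortex genes and 8.05% of unchanged medulla genes had an unadjusted p under 0.05, where 5% was due. This is consistent with the removal of scan date before deposit having lowered the spread between arrays. Further counts at an adjusted p under 0.05 were 3938 (cortex) and 1939 (medulla) with array weights. These give most weight in cortex to the array that equals its group mean. The counts were 14 and 37 with the 2-way analysis of variance and 145 and 2491 with all 24 arrays in the fit. They were 119 and 414 with a minimum fold change, and 650 (medulla) with the t-test named in the paper's abstract. At an unadjusted p under 0.05 and a fold change over 1.5 the counts were 179 and 723 in limma. With that t-test they were 163 and 651, and with the 2-way analysis of variance 143 and 558. The 119 and 414 with a minimum fold change became 71 and 160 with scan date. They became 12 and 29 with the 2-way analysis of variance and, in medulla, 241 with that t-test. At an unadjusted p under 0.05 alone, cortex gave 2209 in limma, 1038 with scan date and 1030 with the 2-way analysis of variance. With scan date, cortex gave 79 without animal 17 and medulla 1053 without animal 6 (459 higher and 594 lower, against 133 and 57). Leaving out each animal gave 152 to 310 in cortex, 434 to 2026 in medulla and 78 to 710 for the tissue difference. The 152 came without animal 17, whose cortex array equals its group mean and adds no value of its own. The replicate block moved that last count of 357 to 345 and lost 13 and gained 11 genes of the lists, and with scan date in the blocked fit 5 passed.

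With the 2-way analysis of variance the adjusted p was 0.0819 for MMP2, 0.105 for CD44 and 0.233 for TGFB2 in cortex and 0.101 for CD44 in medulla. TGFB2 in cortex had 0.0786 with scan date, TGFB1 in cortex 0.00263 with array weights, and TGFB2 in medulla 0.0230 with array weights, 0.0201 with all 24 arrays and 0.0450 to 0.121 with 1 animal left out. Of the 17 genes of Table 1, 8 passed over all genes. Of 32 gene lists, 14 passed in cortex and 17 in medulla, 2 and 0 with an estimated correlation, 0 and 0 with scan date as well, and 7 to 16 in cortex with 1 animal left out (7 without control animal 16 and 9 without lithium-treated animal 19). The T cell and B cell list in cortex, lower in the main comparison (adjusted p = 0.470), was higher without an expression filter (adjusted p = 0.0249), which tests more of its genes. The first component held 93.4% and 84.3% with scaled genes, and 94.3% to 95.6% and 88.3% to 92.2% with 1 animal left out. The classification of cortex was 100% with ADAMTSL3 and CD44 and 58.3% when trained on medulla. The ratio of spreads ran from 1.17 to 1.93. Of single lists and settings 1004 kept their side of the threshold, 59 lost it, 24 gained it and 1 reversed, and of named genes and settings 3458 kept it, 659 lost it and 58 gained it. With scan date 28 of 44 named genes kept their call in cortex and 29 of 80 in medulla. The arrays' signal near background limits genes under the filter.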

Differences from the paper's values

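The 2-way analysis of variance with scan date was chosen only after the values were seen. All differences beyond the limit that are reported here were in the unadjusted p-values of Tables 1 and 2, which were lower here, while the fold changes match to within 0.00497 for all 17 genes in cortex and 26 in medulla. In cortex, the paper's p was 1.5e-05 for NOV against 5.11e-10 here, 1.4e-04 for MMP2 against 3.81e-08 here, 2.4e-04 for CD44 against 1.66e-07 here and 1.4e-03 for ADAMTSL2 against 3.52e-05 here. For other genes in cortex it was 2.2e-03 for TGFB2 against 2.92e-05 here, 4.0e-03 for TNFRSF12A against 7.31e-05 here, 4.5e-03 for ITGB1 against 3.49e-04 here and 1.7e-02 for MMP15 against 0.00119 here. The cortex values continued with 1.8e-02 for ADAMTS9 against 0.00401 here, 1.8e-02 for LAMA1 against 0.00203 here, 2.4e-02 for BMP1 against 0.00217 here and 3.6e-02 for NFKB2 against 0.00550 here. Further in cortex, the paper's p was 4.3e-02 for HYOU1 against 0.0148 here and 4.6e-02 for ADAMTSL4 against 0.00395 here.

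In medulla, the paper's p was 1.5e-07 for NOV against 1.43e-11 here, 7.2e-05 for MMP2 against 3.18e-07 here, 8.5e-04 for CD44 against 2.19e-05 here and 8.5e-04 for BMP1 against 4.32e-05 here. For other genes in medulla it was 3.0e-03 for COL4A4 against 2.20e-04 here, 5.1e-03 for COL4A3 against 5.41e-04 here, 5.4e-03 for HIF1A against 8.04e-04 here and 6.9e-03 for TLL1 against 8.52e-04 here. The medulla values continued with 8.4e-03 for TIMP3 against 9.19e-04 here, 8.8e-03 for MMP25 against 0.00185 here, 1.1e-02 for TNFRSF25 against 0.00333 here and 1.1e-02 for NFKB2 against 0.00577 here. Further in medulla, the paper's p was 1.1e-02 for TNFSF14 against 0.00579 here, 1.1e-02 for ADAMTSL5 against 0.00333 here, 1.2e-02 for ADAMTS15 against 0.00160 here and 1.3e-02 for PLAT against 0.00141 here. Next in medulla stood 1.5e-02 for TGFB2 against 0.00507 here, 1.6e-02 for ADAMTS2 against 0.00633 here, 2.2e-02 for ITGB1 against 0.00754 here and 2.6e-02 for HIF1AN against 0.0117 here. The remaining medulla values included 2.7e-02 for COL1A1 against 0.00552 here, 2.7e-02 for ADAM9 against 0.00833 here, 3.5e-02 for COL4A5 against 0.00861 here and 4.1e-02 for ELN against 0.00875 here. Also in medulla, the paper's p was 4.4e-02 for ADAMTS1 against 0.00957 here and 4.8e-02 for VEGFC against 0.0242 here.

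Of these genes, scan date in the fit brought the p within 1.5 times of the paper's for ITGB1, ADAMTS9, LAMA1, NFKB2 and HYOU1 in cortex and for TNFRSF25, NFKB2, TNFSF14, ADAMTSL5, TGFB2, ADAMTS2, ITGB1, HIF1AN and VEGFC in medulla. Median centring did so for TNFRSF25, ADAMTSL5, TGFB2, ADAMTS2 and VEGFC in medulla, repeated quantile normalization for ADAMTS2 and VEGFC, trend and robust for TNFSF14, array weights for HIF1AN, and all 24 arrays in the fit for ADAMTSL4 in cortex and COL1A1 in medulla. No expression filter, the filter at a log2 value of 7 and the t-test named in the paper's abstract did so for none of them. With 1 animal left out, 0 to 2 of the 17 genes and 1 to 7 of the 26 came within that limit. The 2-way analysis of variance, which the paper's methods name and which was chosen here after the values were seen, came within it for all 17 and all 26 genes and drops 0 of the genes the paper calls.

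The paper reports that the classifier genes place all samples of both tissues correctly, from models whose variables its software selected by optimization, a step not repeated here, and here 9 of these genes placed 91.7% of cortex and 66.7% of medulla arrays correctly. With ADAMTSL3 and CD44 added, cortex reached 100% and medulla stayed at 66.7%, and a shrunken covariance gave 83.3% in medulla. The rates found here are not accuracies for new samples, since scan date had been removed over all arrays of a tissue. The paper states that a larger rise of TGFB2 in medulla, measured by qPCR, is seen on the arrays too, and on the arrays here the difference was 0.54 in cortex and 0.34 in medulla, with a tissue difference of -0.21 (adjusted p = 0.382), while the fold changes of TGFB2 in the paper's Tables 1 and 2 match those here. It states that the TGF-beta and fibrosis sets are enriched in both tissues. Here the TGF-beta list in medulla had a camera adjusted p = 0.201 and a normalized enrichment score of 1.28 (adjusted p = 0.139). In medulla fibrosis passed with camera (adjusted p = 0.00540), a call lost with an estimated correlation (adjusted p = 0.245). With fgsea fibrosis did not pass (adjusted p = 0.0922). Metzincins in cortex passed with fgsea (adjusted p = 0.0109) and not with camera (adjusted p = 0.142). The lists used here are not the paper's sets. The gene ranking of NOV, MMP2 and CD44 as the lowest p-values of each table held in both tissues. The variance on the first component was 94.8% in cortex and 89.3% in medulla, where the paper's text gives 96.8% and 89.6%.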

Other observations

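The splits of the animals for the counts of genes, the tissue difference, the covariance, the correlation and the lists with an estimated correlation, those within scan groups and the mean tests of lists were chosen only after the result was seen, and those for the lists at the preset correlation, the tables and the control tissues before.

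In the medulla of lithium-treated rats, 8 of 15 cholesterol synthesis genes were lower and none was higher at an adjusted p under 0.05 from limma (10 lower when adjusted over the list alone). The epoxidase Sqle had a log2 fold change of -0.91 (standard error 0.217), the oxidase Msmo1 of -0.86 (standard error 0.148), the reductase Tm7sf2 of -0.73 and Insig1, a regulator of the pathway, of -0.60. The list mean fell by 0.44 (standard error 0.0737), and it fell in all 3 scan groups (-0.61 to -0.31). Camera gave an adjusted p = 3.63e-05, lost at adjusted p = 0.106 with an estimated correlation. For the list mean, every lithium-treated array lay below every control array. Its 2-sided exact permutation p was 0.00216 (adjusted p = 0.00974 over 63 list means), and 0.00926 within scan groups (adjusted p = 0.0365). Msmo1 (adjusted p = 0.0342) and Tm7sf2 (0.0332) also passed with scan date in the fit, as did Emcn, Cdkn1a, Psmb8 and, named after its values were seen, Cldn5 of the genes that follow. Of 16 endothelium genes 6 were lower and 1 was higher (6 and 2 when adjusted over the list alone), with endomucin (Emcn) at -0.91 and the receptor Tek at -0.60, and camera gave an adjusted p = 0.143. Of 7 cell cycle genes 1 was higher, the inhibitor Cdkn1a at 1.96 (4 when adjusted over the list alone, adjusted p = 0.00204, and adjusted p = 0.101 with an estimated correlation). Of 28 genes of hypoxia and glycolysis 4 were lower, the glucose transporter Slc2a1 (-0.58), Hif1a (-0.50), Eno1 (-0.45) and Pgk1 (-0.42), and none was higher (the same count when adjusted over the list alone, adjusted p = 9.67e-04, and adjusted p = 0.299 with an estimated correlation). Of 24 interferon-stimulated genes 5 were lower, among them Usp18 (-1.19) and Irf7 (-1.14), and 2 were higher, the immunoproteasome subunits Psmb8 (0.73) and Psmb9, the latter named after its values were seen (9 lower and 4 higher when adjusted over the list alone, adjusted p = 0.0473, and adjusted p = 0.611 with an estimated correlation). That camera call was lost without control animals 1 (0.0981), 15 (0.215) or 16 (0.0648) and without lithium-treated animals 17 (0.0544) or 18 (0.199). With diets exchanged only within scan groups, the means of cell cycle (0.55) and of hypoxia and glycolysis (-0.29) passed. Each had an exact permutation p = 0.00926 (adjusted p = 0.0365). Those of endothelium (adjusted p = 0.117) and interferon-stimulated genes (adjusted p = 0.201) did not pass.

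Among lymphoid and antigen presentation genes in the medulla, none of 9 MHC class II genes passed in limma over all genes, with 7 higher at an unadjusted p under 0.05 (6 higher when adjusted over the list alone, camera adjusted p = 1.03e-04, and adjusted p = 0.299 with an estimated correlation). Of 7 T cell and B cell markers 2 were higher, Cd3e and Cd5 (5 when adjusted over the list alone, adjusted p = 0.00110, and adjusted p = 0.145 with an estimated correlation). Of 22 chemokines and cytokines 1 was higher, Ccl20 at 1.27 (8 higher and 1 lower when adjusted over the list alone, adjusted p = 0.00232, and adjusted p = 0.163 with an estimated correlation). Of 22 Wnt genes 4 were higher, with Dkk3 at 1.07 (6 higher and 4 lower when adjusted over the list alone, adjusted p = 0.143). In the papilla list 2 of 15 were higher and 2 lower, with Ptgs2 at -0.94 (3 and 7 when adjusted over the list alone, adjusted p = 0.575), and of 15 basement membrane genes the 2 collagen IV chains were lower (3 when adjusted over the list alone, adjusted p = 0.913, with a median of 0.01 and a mean that is lower). Podocyte genes had 1 of 12 higher and 1 lower, with Podxl at -1.01 (2 and 1 when adjusted over the list alone, adjusted p = 0.245), smooth muscle 2 of 11 higher (3 when adjusted over the list alone, adjusted p = 0.171) and osmoadaptation 1 of 14 higher, Gdpd5 at 0.63 (1 higher and 2 lower when adjusted over the list alone, adjusted p = 0.387). The thick ascending limb list had a camera adjusted p = 0.233 (0.0410 without control animal 30) and principal cells 0.856, with a median of -0.06 and a test in the upward direction. None passed in limma, over all genes or over the list alone, of 9 thin limb genes (2 lower at an unadjusted p under 0.05, camera adjusted p = 0.171), 21 unfolded protein response genes (2 higher and 4 lower, 0.358), 5 red blood cell genes (1 higher, 0.143) and 5 urothelium genes (2 higher, 0.109, and 0.0239 without control animal 13). Of these genes Cd3e, Ccl20, Dkk3 and Podxl passed with scan date in the fit, 1 papilla gene was higher and 2 were lower, and the calls of smooth muscle, osmoadaptation and basement membrane genes were lost. The genes of Table 1 had 4 of 17 higher in medulla (6 higher and 1 lower when adjusted over the list alone, adjusted p = 1.65e-05, and adjusted p = 0.101 with an estimated correlation) and those of Table 2 7 of 26 higher and 5 lower (17 and 9 when adjusted over the list alone, adjusted p = 6.16e-04, and adjusted p = 0.106 with an estimated correlation), though the study chose both on these samples and they are not independent evidence.

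In the cortex, 3 of 19 unfolded protein response genes were higher and none was lower, Pdia4 (0.41), Hspa5 (0.30) and Pdia6 (0.29) (7 higher when adjusted over the list alone, camera adjusted p = 1.05e-05, and adjusted p = 0.309 with an estimated correlation), and none of these calls was kept with scan date in the fit. In the papilla list 5 of 14 were higher and 2 lower (6 and 3 when adjusted over the list alone, adjusted p = 0.0340, and adjusted p = 0.277 with an estimated correlation), and in osmoadaptation 3 of 13 were higher, with Hspb1 at 0.86, and 1 lower (5 and 2 when adjusted over the list alone, adjusted p = 0.0486, and adjusted p = 0.309 with an estimated correlation). Of 5 thin limb genes 2 were higher, Cldn4 (1.17) and Cryab (0.51) (2 when adjusted over the list alone, adjusted p = 0.0334, and adjusted p = 0.232 with an estimated correlation), and of 7 cell cycle genes 1 was, Cdkn1a at 1.13 (1 when adjusted over the list alone, adjusted p = 0.108). Of 29 proximal tubule genes 2 were higher, Cyp2e1 (0.62) and Pck1 (0.26), while the list as a whole had a median of -0.13 (2 higher and 1 lower when adjusted over the list alone, adjusted p = 0.0237, and adjusted p = 0.734 with an estimated correlation). Without lithium-treated animal 19 the calls of the proximal tubule (0.454), papilla (0.0627) and osmoadaptation (0.0929) were lost, as was that of 16 macrophage markers (adjusted p = 0.0168, and 0.454 without this array), of which none passed in limma and 1 was higher at an unadjusted p under 0.05 (0 when adjusted over the list alone, adjusted p = 0.734 with an estimated correlation). Without control animal 16 the calls of the papilla (0.0510), proximal tubule (0.0510), thin limb (0.0510), osmoadaptation (0.0709) and macrophages (0.0639) were lost. They were also lost without control animal 15 for the proximal tubule (0.0991), osmoadaptation (0.0724) and macrophages (0.0698), without control animal 13 for macrophages (0.0908), without control animal 29 for the papilla (0.107), thin limb (0.0668) and osmoadaptation (0.110), and without lithium-treated animal 22 for the papilla (0.0570) and osmoadaptation (0.0985). The fit with scan date had 3 papilla genes higher and 2 lower, Cldn4 and Cdkn1a passed, and the calls of Cryab, Hspb1, Cyp2e1 and Pck1 were lost.

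Other cortex lists did not pass camera. Of 13 basement membrane genes 1 was higher and none lower over all genes, and the same with scan date in the fit. Adjusted over the list alone, 4 were higher and 2 lower (camera adjusted p = 0.275). The basement membrane mean was higher by 0.10, with every lithium-treated array above every control array. Its 2-sided exact permutation p was 0.00216 (adjusted p = 0.00974 over 63 list means), and 0.0185 within scan groups (adjusted p = 0.0556). Of 20 intercalated cell genes 2 were higher over all genes, Dmrt2 (0.68) and Kit (0.66). Adjusted over the list alone, 2 were higher and 1 lower (camera adjusted p = 0.335, and 0.00757 without lithium-treated animal 19). Of 16 Wnt genes 1 was higher, Dkk3 at 1.48 (1 higher and 1 lower when adjusted over the list alone, adjusted p = 0.577). Of 26 hypoxia genes 1 was higher, P4ha1 at 0.48, and 1 lower, Adm at -0.26 (2 and 2 when adjusted over the list alone, adjusted p = 0.965). With scan date in the fit 1 of the 2 intercalated cell genes was higher, Dkk3 and P4ha1 passed, and the call of Adm was lost. None passed in limma over all genes, and counts at an unadjusted p under 0.05 follow, of 9 MHC class II genes (0, adjusted p = 0.679), 4 T cell and B cell markers (0, 0.470), 13 interferon-stimulated genes (2 higher, 0.590), 16 chemokines and cytokines (2 higher, 0.419), 13 podocyte genes (2 lower, 0.586), 16 endothelium genes (2 higher, 0.144), 11 smooth muscle genes (2 higher, 0.128, and 0.0325 and 0.0146 without lithium-treated animals 6 and 18), 14 cholesterol synthesis genes (1 higher, 0.888, with a mean of 0.02 and a test in the downward direction), 5 red blood cell genes (2 higher, 0.128) and 2 urothelium genes (1 lower, 0.121). Adjusted over the list alone, 1 chemokine and 1 smooth muscle gene were higher, 1 urothelium gene was lower and the others had 0. The genes of Table 1 had 7 of 17 higher and 1 lower in cortex (15 and 2 when adjusted over the list alone, adjusted p = 1.19e-11, and adjusted p = 0.0419 with an estimated correlation). Those of Table 2 had 5 of 23 higher (8 when adjusted over the list alone, adjusted p = 3.19e-05, and adjusted p = 0.102 with an estimated correlation). With scan date in the fit 4 genes of Table 1 and 3 of Table 2 were higher in cortex and none was lower. Both lists were again tested on the samples the study chose them on.

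Of the 13403 clusters tested in both tissues, 52 were higher in both (of 205 in cortex and 397 in medulla, where independent lists would share 6.07) and 6 were lower in both (of 62 and 452, against 2.09), and 2 went opposite ways. The tissues share animals but no arrays. With scan date in the fit 17 were higher in both (of 64 and 96, against 0.458). The log2 fold changes of the tissues had a correlation of 0.28 across genes and a covariance of 0.0155.

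With scan date in the fit and the diets exchanged only within scan groups, where animal 17 keeps its diet, 100 of 108 splits of the animals were drawn, the real one included. Of these, 1 gave as many calls as the 79 in cortex (highest other 38), 1 as many as the 190 in medulla (highest other 3), 1 as many as the 1052 in medulla with scan date left out of the fit (highest other 933) and 3 as many as the 5 for the tissue difference with the animal as a block (highest other 8). These shares are under 5%, a limit that was not adjusted for the number of results tested. By that limit chance can be excluded for the 79, the 190 and the 1052, though another split came near the last. For the 5 of the tissue difference chance stays open, since 2 other splits reached that count and 1 of them passed it. The covariance between the tissues was reached by 4 (highest other 0.0217), which is under that unadjusted limit. The correlation, taken from the same effects, was reached by 18 (highest other 0.41). Chance is therefore not excluded for either.

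Of 100 splits over all animals, 1 gave as many calls without scan date as the 288 in cortex (highest other 1), 1 as the 1052 in medulla (highest other 0) and 1 as the 357 for the tissue difference (highest other 1). The methods removed scan date with the real diets in the model, and splits across scan groups do not match that, so these counts do not decide on chance, which for the 1052 rests on the splits within scan groups alone. Nor do such splits with scan date in the fit, where 2 reached the 79 in cortex (highest other 1098) and 3 the 190 in medulla (highest other 1136). Counts of several times the real one point to a structure of the samples, whose source was not tested. The covariance was reached by 3 of these splits (highest other 0.0200) and the correlation by 17 (highest other 0.44). The number of genes past the study's thresholds was reached by 3 for Table 1 (5, highest other 5) and by 1 for Table 2 (11, highest other 9), which leaves chance open, since these genes were chosen on the real diets. For the number of lists past the threshold chance cannot be excluded, with 37 splits reaching the 14 of cortex (highest other 20) and 14 reaching the 17 of medulla (highest other 22). With an estimated correlation 1 split reached the 2 lists of cortex (highest other 0) and 100 the 0 of medulla (highest other 1), but these splits too run across scan groups and do not decide on chance. Between control medulla and control cortex, 1 split of the control arrays reached the 12785 clusters (highest other 7037).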
